# Involvement of the agmatinergic system in the depressive-like phenotype of the *Crtc1* knockout mouse model of depression

**DOI:** 10.1038/tp.2016.116

**Published:** 2016-07-12

**Authors:** E M Meylan, L Breuillaud, T Seredenina, P J Magistretti, O Halfon, R Luthi-Carter, J-R Cardinaux

## Abstract

Recent studies implicate the arginine-decarboxylation product agmatine in mood regulation. Agmatine has antidepressant properties in rodent models of depression, and agmatinase (Agmat), the agmatine-degrading enzyme, is upregulated in the brains of mood disorder patients. We have previously shown that mice lacking CREB-regulated transcription coactivator 1 (CRTC1) associate behavioral and molecular depressive-like endophenotypes, as well as blunted responses to classical antidepressants. Here, the molecular basis of the behavioral phenotype of *Crtc1*^*−/−*^ mice was further examined using microarray gene expression profiling that revealed an upregulation of *Agmat* in the cortex of *Crtc1*^*−/−*^ mice. Quantitative polymerase chain reaction and western blot analyses confirmed *Agmat* upregulation in the *Crtc1*^*−/−*^ prefrontal cortex (PFC) and hippocampus, which were further demonstrated by confocal immunofluorescence microscopy to comprise an increased number of Agmat-expressing cells, notably parvalbumin- and somatostatin-positive interneurons. Acute agmatine and ketamine treatments comparably improved the depressive-like behavior of male and female *Crtc1*^*−/−*^ mice in the forced swim test, suggesting that exogenous agmatine has a rapid antidepressant effect through the compensation of agmatine deficit because of upregulated *Agmat*. Agmatine rapidly increased brain-derived neurotrophic factor (BDNF) levels only in the PFC of wild-type (WT) females, and decreased eukaryotic elongation factor 2 (eEF2) phosphorylation in the PFC of male and female WT mice, indicating that agmatine might be a fast-acting antidepressant with N-methyl-D-aspartate (NMDA) receptor antagonist properties. Collectively, these findings implicate Agmat in the depressive-like phenotype of *Crtc1*^*−/−*^ mice, refine current understanding of the agmatinergic system in the brain and highlight its putative role in major depression.

## Introduction

Major depressive disorder (MDD) is a complex neuropsychiatric disease comprising one of the leading causes of disability worldwide, with an estimated lifetime prevalence of 16%.^1^ However, the etiological mechanisms underlying MDD are not clearly established. Studies over the past decades have suggested that altered neuroplasticity is a cardinal feature of MDD,^2^ leading to the network hypothesis of depression. This latter proposes that impaired neuroplasticity related to problems in activity-dependent neuronal communication might alter information processing in the affected neural networks, and ultimately cause MDD.^3^ In line with this hypothesis, antidepressants have been shown to promote synaptogenesis, neurogenesis and dendritic growth in the hippocampus (HIP) of rodents.^4, 5^ These neurotrophic effects correlate with positive behavioral responses to antidepressants and are thought to rely, at least partly, on the activation of cAMP-response element-binding protein (CREB)-regulated genes, including increased signaling of the brain-derived neurotrophic factor (BDNF)-TrkB pathway.^4^ We and others have previously shown that CREB-dependent *Bdnf* expression requires CREB-regulated transcription coactivator 1 (CRTC1).^6, 7, 8^ CRTC1 has been shown to act as a neuronal calcium- and cAMP-sensitive coincidence detector and to promote CREB-dependent transcription.^6, 9^ In addition to its important role in *Bdnf* expression, CRTC1 has also been shown to be critical for specific aspects of neuroplasticity, as evidenced by its role in dendritic growth of developing cortical neurons^10, 11^ and its requirement for maintenance of long-term potentiation in the HIP.^6, 8^

To further understand the role and function of CRTC1, we generated a *Crtc1*-deficient mouse line.^12^ These mice present behavioral and molecular features mirroring mood disorders, such as increased behavioral despair, anhedonia, increased irritability/aggressiveness, decreased sexual motivation, social withdrawal, decreased dopamine and serotonin turnover in the prefrontal cortex (PFC), as well as decreased HIP and PFC expression in several neuroplasticity-related genes including *Bdnf* and its receptor *TrkB*.^13^ Furthermore, *Crtc1*^*−/−*^ mice exhibit a blunted antidepressant response to the selective serotonin reuptake inhibitor fluoxetine and to the tricyclic antidepressant desipramine in a behavioral despair paradigm.^13, 14^ Taken together, these findings suggest an important role for CRTC1 in the etiology of MDD and a possible involvement in treatment-resistant depression.

Substantial evidence supports the involvement of the arginine-decarboxylation product agmatine in MDD. This metabolite is widely expressed in several mammalian organs, including the brain. Agmatine synthesis competes with other arginine-dependent pathways, such as the urea cycle and nitric oxide (NO) synthesis.^15^ It is degraded by the enzyme agmatinase (Agmat) into putrescine, a key precursor for polyamine synthesis.^15, 16^ Accumulating evidence suggests that polyamines and their precursors have a role in the etiology and pathology of mental disorders, notably in mood disorders and suicidal behavior.^17, 18^ Agmatine has also been proposed to function as a neurotransmitter: it is stored in synaptic vesicles and released upon depolarization, followed by selective reuptake or degradation.^19^ In addition, agmatine has the ability to bind a wide range of receptors, including nicotinic receptors, imidazoline I_1_ and I_2_ receptors, α_2_-adrenergic receptors and serotoninergic 5HT-2A and 5HT-3 receptors.^20, 21, 22, 23^ Remarkably, agmatine also acts as a glutamate N-methyl-D-aspartate receptor (NMDAR) antagonist.^24^ This property is particularly interesting in light of the recent and growing interest in glutamate-based rapid-acting antidepressants, whose prototype is the NMDAR antagonist ketamine.^25, 26, 27, 28, 29^

Importantly, humans affected by depression show altered blood levels of agmatine, and post-mortem studies have shown increased Agmat levels in brain tissues from depressed individuals.^30, 31^ In rodents, cortical and hippocampal agmatine levels are decreased by restraint stress, and agmatine demonstrates neuroprotection against acute and chronic stress effects.^32, 33, 34, 35^ Furthermore, acute agmatine treatment has rapid antidepressant activities in depression-related paradigms such as the forced swim test (FST) and tail suspension test.^36^ These effects have been attributed to agmatine actions on monoaminergic and opioid systems, imidazoline and α_2_-adrenergic receptors, and NMDAR blockade.^36, 37, 38, 39^ Moreover, agmatine has the ability to modulate pro- and anti-oxidative balance in the HIP, which might also underlie its behavioral effects.^34^ Finally, a recent study has shown that in parallel to its antidepressant activity, agmatine increases HIP CREB phosphorylation and BDNF levels, and induces cell survival pathways.^40^ Altogether, these data suggest that agmatine stimulates several endogenous mood-regulating mechanisms known to be altered in MDD, leading to the conclusion that dysregulation of the agmatinergic system could play a role in the etiopathogenesis of MDD and agmatine supplementation might have a positive outcome on the disease.

In this study, we investigated the molecular basis for the depressive-like phenotype of *Crtc1*^*−/−*^ mice, which led us by differential expression analysis to discover a cortical upregulation of *Agmat* expression. Immunohistochemical studies revealed that mutant mice have an increased number of Agmat-expressing cells in the PFC and HIP, particularly parvalbumin (PV)- and somatostatin (Sst)-positive interneurons. Based on this result, we hypothesized that increased Agmat levels would result in reduced agmatine bioavailability in the brains of *Crtc1*^*−/−*^ mice, and that supplementation with exogenous agmatine would improve their depressive-like behavior. Indeed, we found that acute agmatine administration had a rapid antidepressant effect both in wild-type (WT) and *Crtc1*^*−/−*^ mice, the latter requiring a higher dose than WT, in accordance with their increased brain Agmat levels. Finally, we also investigated the molecular mechanisms underlying the rapid antidepressant effects of exogenous agmatine in WT and *Crtc1*^*−/−*^ mice. We found that agmatine induced BDNF translation in the PFC of WT mice, paralleled by dephosphorylation of eukaryotic elongation factor 2 (eEF2), suggesting NMDAR-mediated antidepressant mechanisms.

## Materials and methods

### Animals

*Crtc1*^*−/−*^ mice and WT littermates were generated and genotyped as previously described.^12^ Mice were housed under a 12-h light–dark cycle with *ad libitum* access to water and standard rodent chow diet. All animal experiments were conducted in accordance with the Swiss Federal Veterinary Office’s guidelines and were approved by the Cantonal Veterinary Service. All behavioral tests were carried out in the dark phase of the reverse light cycle according to the standard procedures. Male and female mice were weaned at 21 days and housed in same-sex sibling groups until being isolated at 5 weeks of age in order to avoid wounding of cage mates by aggressive *Crtc1*^*−/−*^ male mice.^13^ At the age of 8 weeks, animals were randomly assigned into treatment groups and either killed for molecular experiments or used for behavioral assessments.

### Brain microdissection

Male and female mice were killed by cervical dislocation, and the brain was rapidly placed in a stainless steel adult mouse brain slicer matrix with 1-mm coronal section slice intervals. A first cut included the PFC from which the olfactory bulbs and associated structures were removed. Total hippocampi were unrolled from the cortex. All the structures were sequentially quick-frozen in dry ice for mRNA and protein extraction and stored at −80 °C until further processing.

### Gene expression analysis

Total RNA was extracted and purified from the PFC and HIP using the RNAeasy Plus Minikit (Qiagen, Hombrechtikon, Switzerland) according to the manufacturers’ instructions. RNA concentrations were measured by Ultraviolet spectophotometry with a NanoDrop Lite (Thermo Scientific, Wilmington, DE, USA). Complementary DNA was prepared in a 50-μl reaction by reverse transcription, using 200 ng of RNA with Taqman Reagents and random hexamers (Applied Biosystems, Foster City, CA, USA). Complementary DNA (0.8 μl) was amplified on a 96-well plate using the SYBR Green PCR Master Mix (Applied Biosystem). Amplification was performed with an ABIPRISM 7500 real-time PCR system (Applied Biosystem). The program was 2 min at 50 °C, 10 min at 95 °C, followed by 45 cycles of 15 s at 95 °C and 1 min at 60 °C. Relative gene expression was quantified using the comparative *ΔΔ Ct* method and normalized with β-actin transcript levels.

The following primers were used at a concentration of 250 nm: *β-actin* forward 5′-GCTTCTTTGCAGCTCCTTCGT-3′, *β-actin* reverse 5′-ATATCGTCATCCATGGCGAAC-3′, *Agmat* forward 5′-TGGACAGCAAGCGAGTGGTACA-3′, *Agmat* reverse 5′-GGACCAGTGACTTCATCCAACAG-3′.

### Affymetrix gene expression arrays

Gene expression levels were evaluated using DNA microarrays (GeneChip Mouse Genome 430 version 2.0, Affymetrix, Santa Clara, CA, USA) and RNA from the cerebral cortices of female mice (*n*=5 for WT and *n*=5 for *Crtc1*^*−/−*^). Biotinylated cRNAs were prepared from 300 ng total RNA using the GeneChip 3′ IVT Express Kit (Affymetrix) following the manufacturer’s instructions. cRNA (15 μg) was hybridized to GeneChip arrays and processed, stained and scanned according to the manufacturer’s recommendations. The quality of input RNAs and cRNAs was verified with the Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA) before use. Microarray quality control was performed using the software package provided on RACE.^41^ Chips with a median-normalized unscaled s.e. greater than 1.05 were excluded. Affymetrix annotations (version 3.0) were used for probeset-to-gene assignments. Mod *t*-statistics and false discovery rate corrections for multiple testing with a significance threshold of *P*<0.05 were used as criteria for differential expression, as described in Hochberg and Benjamini.^42^ Microarray data have been deposited in NCBI's Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE80633 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE80633).

### Western blot

PFC and HIP samples were manually homogenized with a microtube pestle in RIPA buffer (50 mM HEPES (pH 7.6), 150 mM NaCl, 1 mM EDTA (pH 7.5), 2.5 mM EGTA (pH 8.0), 10% glycerol, 1% NP-40, 1% deoxycholate, 0.1% SDS, with a protease inhibitor cocktail (Sigma, St Louis, MO, USA) and a phosphatase inhibitor cocktail (PhosSTOP, Roche, Rotkreuz, Switzerland) and extracted for 20 min at 4 °C. Protein quantification was performed with the Pierce BCA Protein Assay Kit (Thermo Scientific). Samples with low-protein extract (<2 mg ml^−1^) were excluded. Fifty μg of tissue homogenates were diluted 1:1 with sample buffer (50 mM Tris-HCl (pH 6.8), 100 mM dithiothreitol, 2% SDS, 9% glycerol, 1% bromophenol blue), separated on a 12% SDS-polyacrylamide gel and proteins were transferred to polyvinylidene difluoride membranes with a semi-dry blotting system (Bio-Rad, Hercules, CA, USA). Blots were blocked for 1 h at room temperature (RT) in TBST (10 mM Tris-HCl (pH 7.4), 150 mM NaCl, 0.1% Tween-20), supplemented with 5% skim milk powder. Blots were subsequently incubated with a primary antibody in TBST plus 5% bovine serum albumin overnight at 4 °C. Finally, polyvinylidene difluoride membranes were incubated for 1 h at RT with horseradish peroxidase (HRP)-conjugated secondary antibodies in TBST plus 5% skim milk powder, and were developed using a Pierce ECL Western Chemiluminescence Detection Kit (Thermo Scientific). The following antibodies and dilutions were used: rabbit α-Agmat 1:400 (sc-98802, Santa Cruz Biotechnology, Dallas, TX, USA), rabbit α-BDNF 1:500 (sc-546, Santa Cruz Biotechnology), rabbit α-phospho-eEF2 1:1000 (#2331, Cell Signaling, Danvers, MA, USA), rabbit α-eEF2 1:1000 (#2332, Cell Signaling), mouse α-β-actin 1:10 000 (Ab-6276, Abcam, Cambridge, UK), donkey HRP-α-rabbit 1:2000 (#NA934, GE Healthcare, Little Chalfont, UK) and sheep HRP-α-mouse 1:2000 (#NA931, GE Healthcare). Quantification of band intensity was performed with the Image J software (National Institute of Health, Bethesda, MD, USA). Agmat and BDNF band intensities were normalized with β-actin signals; phospho-eEF2 band intensities were normalized with total eEF2 signals.

### Immunofluorescence

Eight-week-old male mice were deeply anesthetized using sodium pentobarbital and intracardially perfused with saline followed by 4% buffered paraformaldehyde. Brains were dissected out, postfixed for 1 h in 4% paraformaldehyde and cryoprotected in 30% sucrose. Brain sections of 35 μm were cut with a freezing microtome (Microm, Thermo Fisher Scientific, Waltham, MA, USA) and stored at −20 °C in a cryoprotectant solution. Blocking (1 h, RT) as well as primary (overnight, 4 °C) and secondary antibody incubation (1 h, RT) were performed in phosphate-buffered saline+0.3% Triton X-100+2% normal horse serum+0.2% bovine serum albumin. Slices were washed three times in phosphate-buffered saline+0.3% Triton X-100 after each incubation. The following antibodies and dilutions were used: rabbit α-Agmat 1:100 (sc-98802, Santa Cruz Biotechnology), mouse α-Parvalbumin 1:2500 (PV235, Swant, Marly, Switzerland), mouse α-Calretinin 1:2500 (CR7697, Swant), goat α-Somatostatin 1:500 (sc-7819, Santa Cruz Biotechnology), Cy3-conjugated donkey α-rabbit 1:500 (#711-165-152, Jackson Immunoresearch, West Grove, PA, USA), Alexa Fluor 488-conjugated goat α-mouse 1:500 (A-21121, Molecular Probes, Eugene, OR, USA) and Alexa Fluor 488-conjugated donkey α-goat 1:500 (A11055, Invitrogen, Carlsbad, CA, USA). After the secondary antibody incubation, slices were washed, stained with 4,6-diamidino-2-phenylindole 1:30 000 (Invitrogen), mounted on glass slides with the antifade Vectashield medium (Vector Laboratories, Burlingame, CA, USA) and analyzed with a Zeiss LSM 710 Quasar Confocal Microscope (Carl Zeiss, Oberkochen, Germany). Image processing and cell counting were carried out with the Image J Software (National Institute of Health).

### Agmatine and ketamine treatment

Agmatine sulphate salt and ketamine (Ketanarkon) were, respectively, purchased from Sigma and Streuli Pharma (Uznach, Switzerland) and dissolved in saline solution. Male and female mice were intraperitoneally injected with 10 ml kg^−1^ of agmatine (10 or 50 mg kg^−1^) or ketamine (3 mg kg^−1^). Controls were injected with saline. Injections were performed 30 min before the FST for two consecutive days.

### FST

A 2-day test was performed (days 1 and 2). Mice were put during 5 min in a 5-l glass beaker (26 cm tall, ø18 cm) filled to a depth of 22 cm with tap water (25±1 °C). Sessions were videotaped from above and manually analyzed non-blindly by the experimenter with the Ethovision 3.1 Software (Noldus Information Technology, Wageningen, The Netherlands) for immobility and climbing time. Mice were judged immobile when no detectable movement was observed, except for minor movements to keep their head above the water. The experiment was conducted in a room with a light intensity of ~35 lux. Immediately after the test on day 2, mice were killed for BDNF and phospho-eEF2 measurements.

### Statistical analyses

The number of animals tested in each group is specified in the figure legends. Owing to the small number of WT and *Crtc1*^*−/−*^ mice per litter and a limited breeding cage space, all experiments were performed sequentially with several batches of mice, and their data were combined. Sample sizes were determined based on power analysis and common practice in behavioral experiments (~10 animals per group). Statistical analyses (other than those employed for microarray analyses (see above)) were performed using the Statistica 8.0 Software (StatSoft, Tulsa, OK, USA). All data are presented as mean±s.e.m. *P*<0.05 were considered statistically significant. A Shapiro–Wilk test and a Levene test were first performed to assess data normality and variance homogeneity. All results were found to follow normal distribution and to display similar variance. For immunofluorescence, quantitative PCR and western blot data, a two-tailed Student's *t*-test was performed when only two groups were compared (WT versus *Crtc1*^*−/−*^ mice). For behavioral data, BDNF and phospho-eEF2 data, a two-way analysis of variance (ANOVA; with genotype and treatment as independent variables) was performed, followed by a Fisher's Least Significant Difference (LSD) *post hoc* test.

## Results

### Male and female *Crtc1*^*−/−*^ mice exhibit increased levels of *Agmat* mRNA and protein in the PFC and HIP

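Cortical RNA from 5 WT and 5 *Crtc1*-/- female mice was hybridized to 10 GeneChip Mouse Genome arrays (Affymetrix), which read each transcript through probe sets placed mostly near its 3′ end. *Crtc1*, the CREB coactivator that the knockout removes, was low in every *Crtc1*-/- mouse. Its probe set 1434476_at read between 9.51 and 9.86 on the log2 scale in WT mice and between 5.96 and 6.60 in *Crtc1*-/- mice. The group means were 9.69 ± 0.15 (SD, n = 5) and 6.38 ± 0.27 (SD, n = 5), a log2 fold change of −3.32 (standard error 0.12, adjusted p = 2.13e-07 from limma). Of the other *Crtc1* probe sets, 1458443_at fell by 1.78 on the log2 scale (adjusted p = 1.36e-05), and 1446533_at, a dim probe set, had a log2 fold change of −0.03 (adjusted p = 0.963). The sources used here do not give the place of each probe set relative to the deleted part of the gene.
The mice were 8 weeks old by the paper's methods and 2 months old by the sample labels. Labelled cRNA was made from 300 ng total RNA, and 15 µg was hybridized. The authors checked the arrays with the RACE package and excluded those with a high normalized unscaled standard error. The deposited values are on the log2 scale, with 1 value per probe set, and were normalized between arrays by the authors with a method that the paper's text does not name. The array medians differed by at most 0.03 on the log2 scale, and the correlation between any pair of arrays lay between 0.994 and 0.998 over probe sets. The values were used as deposited, with 64 control probe sets left out and no filter on dim probe sets, and each of the 45037 remaining probe sets was tested with limma's moderated statistic and Benjamini-Hochberg correction at an adjusted p of 0.05. For tests of genes, the brightest probe set stood for each of 18193 genes.
In *Crtc1*-/- cortex 84 probe sets were lower and 52 were higher than in WT cortex. At the level of genes, 83 fell and 56 rose, and in each of these 139 genes all *Crtc1*-/- mice lay on the same side of all WT mice. Most changes were small, since 9 genes changed by at least 1 on the log2 scale. Over all genes, the groups did not overlap in 571 genes (3.14%), where chance gives 0.794%. In simulated arrays with the same spread, the test recovered 26.3% of probe sets changed by 0.3, 83.3% of those changed by 0.5 and 98.3% of those changed by 1 on the log2 scale, so the number of arrays limits the calls among small changes. With each array left out in turn, 45 to 77 probe sets were lower and 24 to 40 were higher. Other settings moved the counts further. A trended and robust variance prior gave 154 lower and 85 higher, and the replicate number as a block gave 28 and 12. With marker means as covariates, added after the values were seen, the counts were 20 and 9 (oligodendrocyte) and 9 and 5 (hippocampal).

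**Figure D1:**
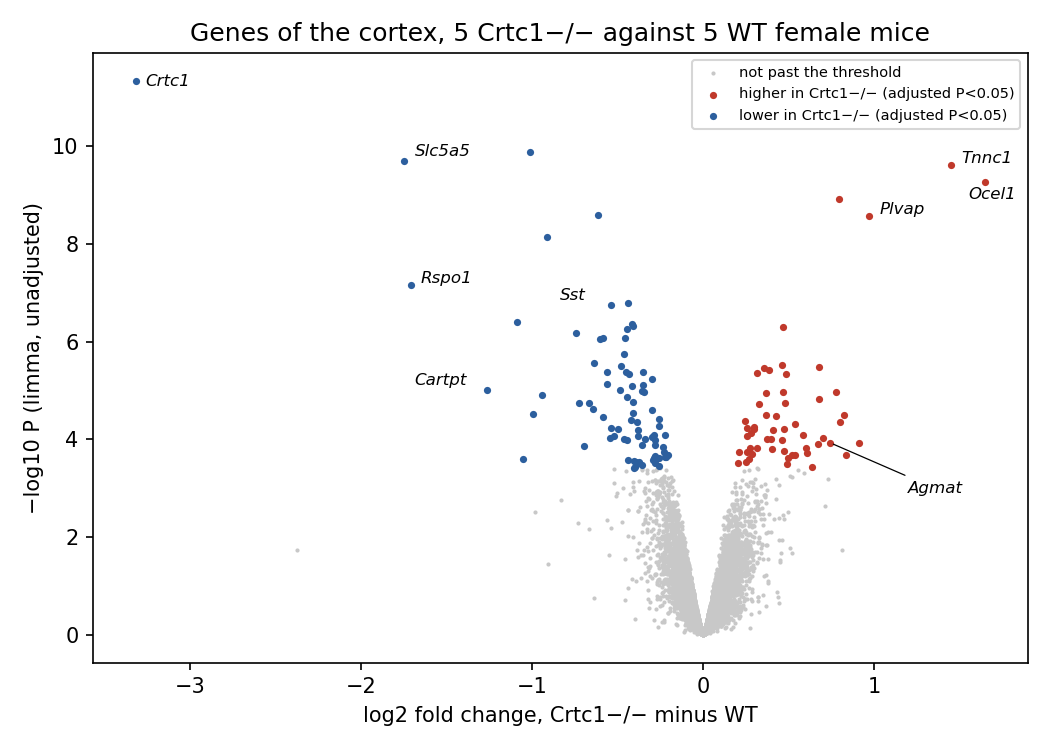
Log2 fold change (*Crtc1*-/- minus WT, x axis) against −log10 of the unadjusted P from limma (y axis) for each of 18193 genes. The 83 genes that fell are blue and the 56 that rose are red, with *Crtc1* farthest to the left at −3.32.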

To identify gene expression changes associated with *Crtc1* deficiency, we performed genome-wide transcriptomic profiling analyses of cortical samples from *Crtc1*^*−/−*^ and WT female mice using oligonucleotide microarrays (Table 1). Among the downregulated genes were CREB target genes that we previously showed to have a decreased expression in the PFC and HIP of *Crtc1*^*−/−*^ male mice.^13^ 

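In the cortex of *Crtc1*-/- female mice 8 of 35 CREB target genes fell and 1 rose. *Cartpt*, the precursor of the CART neuropeptide, fell from 6.88 ± 0.29 to 5.62 ± 0.35 on the log2 scale (SD, n = 5 per genotype). The orphan nuclear receptors *Nr4a1* and *Nr4a3*, which neuronal activity induces, fell by 0.99 (standard error 0.15) and by 0.94 (standard error 0.13). *Crem*, which encodes modulators of cAMP-responsive transcription, fell by 0.74 (standard error 0.08), and *Bdnf*, a neurotrophin of synaptic plasticity, fell by 0.72 (standard error 0.10). *Sst*, the peptide of a class of cortical interneurons, fell from 11.36 ± 0.08 to 10.82 ± 0.05 (SD, n = 5 per genotype).
The 35 CREB target genes were listed before the data were examined, and 26 of them did not pass the test (14 fell and 3 rose when adjusted over the list alone). Beside the genes above, the 8 include *Scg2*, a granin of secretory granules (−0.41, adjusted p = 0.00057), and *Dusp1*, a phosphatase of MAP kinases (−0.41, adjusted p = 0.0401), while *Nptx2*, a pentraxin of excitatory synapses, rose by 0.61 (adjusted p = 0.0318). The median log2 fold change of the list was −0.15 (camera, adjusted p = 5.29e-10, and adjusted p = 0.328 with an estimated correlation). The list holds 6 genes of the paper's Table 1, which the study chose on these samples and which are therefore not independent evidence of its direction. Without them, an alternative added after the values were seen, the median over the remaining 29 genes was −0.10 (camera, adjusted p = 0.000272, and adjusted p = 0.436 with an estimated correlation).
Of 35 immediate early genes, 3 fell (*Nr4a1*, *Nr4a3* and *Dusp1*) and none rose (8 fell and 2 rose when adjusted over the list alone), with a median log2 fold change of −0.04 (camera, adjusted p = 0.355, and adjusted p = 0.0158 without *Crtc1*-/- replicate 4). Among 23 neuropeptides, *Sst*, *Scg2*, *Cort*, *Cartpt* and *Npy* fell and *Adcyap1*, the precursor of PACAP, rose by 0.41 (9 fell and 2 rose when adjusted over the list alone). *Cort*, a peptide related to somatostatin, fell by 0.59 and *Npy* fell by 0.37. The median of the neuropeptides was −0.15 (camera, adjusted p = 2.09e-07, and adjusted p = 0.0767 with an estimated correlation). Of 18 measured components of the CRTC-CREB pathway, 4 fell and 1 rose (5 and 3 when adjusted over the list alone). They were *Crtc1*, *Crem* and the salt-inducible kinases *Sik2* (−0.35) and *Sik3* (−0.25), which phosphorylate CRTC proteins, and *Camk4*, a kinase of CREB, which rose by 0.32. The median of this list, which includes the knocked-out gene, was 0.02 and its mean −0.24 (camera, direction down, adjusted p = 0.0880). Without *Crtc1*, an alternative added after the values were seen, the mean of the other 17 was −0.06 (camera, adjusted p = 0.517). *Creb1* itself had a log2 fold change of 0.07 (adjusted p = 0.938). Of 13 measured neurotrophins and their receptors, *Bdnf* and *Ntrk2* fell and none rose (3 fell when adjusted over the list alone), with a median of −0.01 (camera, adjusted p = 0.0880, and adjusted p = 0.0454 without WT replicate 4).
Outside these lists, the largest decreases were in *Slc5a5*, the sodium-iodide symporter (−1.75, adjusted p = 1.11e-06 over genes), *Rspo1*, a secreted enhancer of Wnt signaling (−1.71, adjusted p = 0.000126), *Tcap*, a protein of the muscle sarcomere (−1.09, adjusted p = 0.000563), the predicted gene *Gm10033* (−1.05, adjusted p = 0.0377), *Marcksl1*, an actin-regulating relative of MARCKS (−1.01, adjusted p = 1.11e-06), and *Zdbf2*, an imprinted gene (−0.91, adjusted p = 1.45e-05). *Slc5a5* and *Gm10033* lie within 50 genes of *Crtc1* in the gene order of GRCm38.p6, where 9 of 54 measured genes changed. *Gm10033* did not pass over probe sets (adjusted p = 0.0708) and lost its call over genes in 13 of 21 alternatives. It was also dim, with a mean above 19.9% of all probe sets.
Cell markers moved with genotype in the same arrays. All 12 measured oligodendrocyte markers had a log2 fold change above 0 and none passed the test alone, with a median of 0.19 (camera, adjusted p = 7.36e-07, and adjusted p = 0.388 with an estimated correlation). Among 11 measured hippocampal markers, *Fibcd1* (−0.41) and *Fam163b* (−0.28) fell and none rose (4 fell when adjusted over the list alone), with a median of −0.23 (camera, adjusted p = 1.86e-05, and adjusted p = 0.0767 with an estimated correlation). The call of *Nr4a1* was lost when any of WT replicates 2 and 4 and *Crtc1*-/- replicates 1, 2, 3 and 5 was left out, and that of *Bdnf* without WT replicate 4 or *Crtc1*-/- replicate 3. The paper relates decreases of CREB target genes to those that it had found earlier in the PFC and HIP of male *Crtc1*-/- mice.

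**Figure D2:**
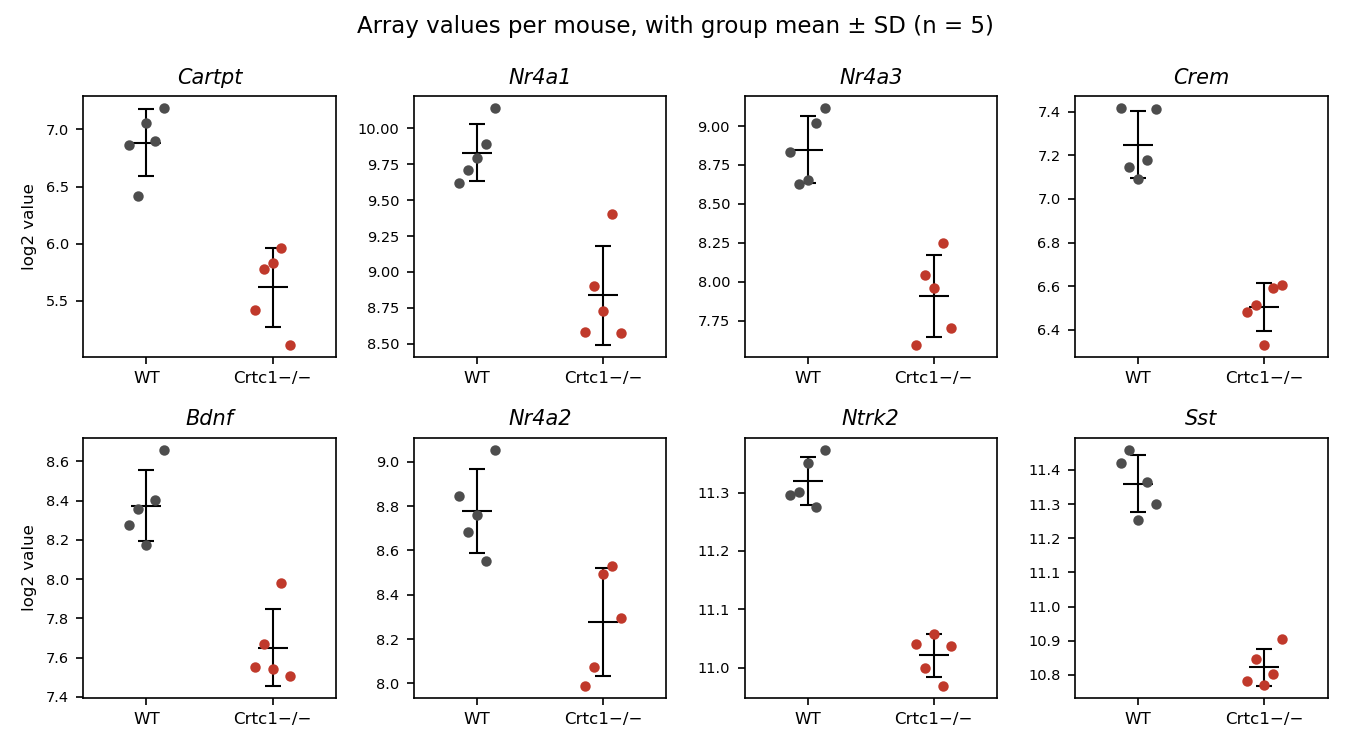
Log2 array values of *Cartpt*, *Nr4a1*, *Nr4a3*, *Crem*, *Bdnf*, *Nr4a2*, *Ntrk2* and *Sst* (y axis of each panel) in 5 WT and 5 *Crtc1*-/- female mice, with each mouse as a point and the group mean ± SD as bars. The y axes do not start at 0, and in every panel all *Crtc1*-/- mice lie under all WT mice.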

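*Agmat*, which encodes the enzyme that breaks agmatine down to putrescine and urea, was higher in every *Crtc1*-/- female cortex than in any WT cortex. Its probe set 1427214_at, the only probe set that names this gene, read 6.59 ± 0.25 in *Crtc1*-/- mice and 5.85 ± 0.24 in WT mice (SD, n = 5 per genotype, log2 scale). The values ran from 6.29 to 6.84 in *Crtc1*-/- mice and from 5.53 to 6.10 in WT mice. This is a log2 fold change of 0.74 (standard error 0.13), and the 95% confidence interval of the fold is 1.37 to 2.04. The adjusted p from limma was 0.0442 over probe sets and 0.0224 over genes (two-sided exact permutation test, p = 0.00794, the smallest that 5 mice against 5 allow). The mean of *Agmat* lay above 59.8% of all probe sets, and no detection calls were used to place it against background.
Of 30 measured genes of arginine, agmatine and polyamine metabolism, *Agmat* rose, none fell and 29 did not pass the test (1 rose and none fell when adjusted over the list alone). The median log2 fold change of this list was 0.00084 (camera, direction down, adjusted p = 0.875). *Azin2*, an antizyme inhibitor once described as arginine decarboxylase, had a log2 fold change of −0.13 (adjusted p = 0.391), and *Dhps*, which uses spermidine to modify a translation factor, −0.12 (adjusted p = 0.393). In the same arrays, the mean of the oligodendrocyte markers was 10.26 ± 0.12 in *Crtc1*-/- mice and 10.06 ± 0.16 in WT mice (SD, n = 5 per genotype, log2 scale, exact permutation test, p = 0.0317), and that of the hippocampal markers 5.71 ± 0.06 and 5.88 ± 0.07 (SD, n = 5 per genotype, exact permutation test, p = 0.00794). With these means as covariates, alternatives added after the values were seen, the log2 fold change of *Agmat* was 0.92 (adjusted p = 0.102) and 0.70 (adjusted p = 0.737).
Other increases were larger than that of *Agmat*. *Ocel1*, which encodes a protein with an occludin domain, rose 3.14-fold (log2 fold change 1.65, adjusted p = 2.00e-06 over genes), *Tnnc1*, the troponin C of slow and cardiac muscle, rose 2.73-fold (adjusted p = 1.11e-06), and *Plvap*, a protein of endothelial fenestrae, rose 1.96-fold (adjusted p = 6.14e-06). *Ocel1* and *Plvap* lie within 100 genes of *Crtc1* on the same chromosome, where 17 of 102 measured genes changed. The other genes among the 10 largest increases were *Abi3bp*, an extracellular matrix protein (log2 fold change 0.91), *Hjv*, a coreceptor of iron regulation (0.84), the olfactory receptor gene *Olfr78* (0.83), *Gsta2*, a glutathione transferase (0.80), *Plk5*, a polo-like kinase (0.79), and *Scn7a*, a sodium channel (0.78). *Abi3bp* had 1 WT mouse apart from the others at 6.34, and *Hjv* had 1 *Crtc1*-/- mouse apart at 6.30. *Hjv* did not pass over probe sets (adjusted p = 0.0611). *Gsta2*, *Olfr78* and *Hjv* were dim, with means above 31.2%, 48.6% and 49.9% of all probe sets.
The call of *Agmat* held without *Crtc1*-/- replicate 4 and was lost when any of the other 9 arrays was left out (adjusted p from 0.0563 to 0.126). Its log2 fold change ran from 0.66 to 0.82 over all 10 arrays left out in turn. *Agmat* passed in 8 of 23 alternatives in all, counting the choice of the probe set with the smallest p, which repeats the reported test. The calls of *Abi3bp* and *Hjv* were each lost with most arrays left out in turn.

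**Figure D3:**
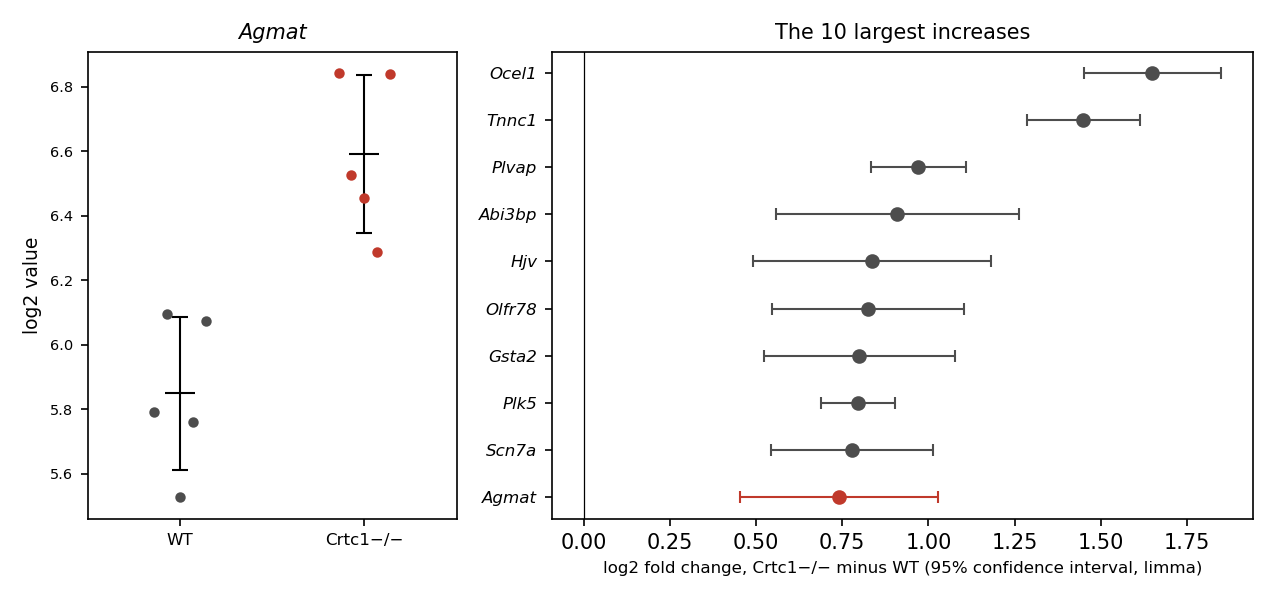
Left, log2 array values of *Agmat* in 5 WT and 5 *Crtc1*-/- mice (points) with the group mean ± SD (bars), on an axis that does not start at 0. Right, log2 fold changes of the 10 largest increases with 95% confidence intervals from limma, from *Ocel1* at 1.65 to *Agmat* at 0.74.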

Interestingly, a few genes were upregulated in *Crtc1*^*−/−*^ mice, and amidst them *Agmat*, whose expression was increased by 1.67-fold. To follow up and confirm this finding, we measured *Agmat* messenger RNA (mRNA) and protein levels in male and female *Crtc1*^*−/−*^ mice (Figure 1). We focused our investigations on the PFC and HIP, as these two regions are widely implicated in mood disorders and are known to have high levels of agmatine.^43^ Quantitative PCR analyses of *Agmat* mRNA levels found a significant (*t*=−3.31, degree of freedom (df)=9, *P*=0.013) 1.5-fold increase of *Agmat* mRNA in the HIP and a threefold increase (*t*=−6.72, df=8, *P*<0.001) in the PFC of male *Crtc1*^*−/−*^ mice (Figure 1a). In female *Crtc1*^*−/−*^ mice, a significant (*t*=−2.65, df=9, *P*=0.029) threefold increase in *Agmat* mRNA was observed in the HIP and a 2.5-fold increase (*t*=5.45, df=9, *P*<0.001) in the PFC (Figure 1b). Western blot analysis of extracts from these same structures showed an Agmat protein band at the expected size of ~35 kDa (Figures 1c and e), which was subsequently quantified (normalized to β-actin signal). *Crtc1*^*−/−*^ male mice had increased levels of Agmat protein in the HIP (*t*=−2.72, df=6, *P*=0.036), whereas a nonsignificant trend (*t*=−1.51, df=9, *P*=0.152) of increased Agmat was observed in the PFC (Figure 1d). In female *Crtc1*^*−/−*^ mice, a similar increase was found in the HIP (*t*=−2.58, df=9, *P*=0.027), whereas no change in Agmat protein content could be seen in the PFC (*t*=−0.61, df=9, *P*=0.553; Figure 1f). Taken together, these results confirm an upregulation of *Agmat* gene expression in the HIP and PFC of *Crtc1*^*−/−*^ mice, independently of gender. Although Agmat protein levels only partially correlated with the gene expression data (which might reflect translational regulation or a complex subcellular protein localization), these results strongly suggest that *Crtc1*^*−/−*^ mice have an altered agmatinergic system.

### *Crtc1*^*−/−*^ mice have an increased number of Agmat-expressing cells in the PFC and in several regions of the HIP

To determine whether the increased *Agmat* expression in *Crtc1*^*−/−*^ mice was because of higher Agmat levels or an increased number of Agmat-expressing cells, we visualized Agmat protein expression using immunofluorescence in the PFC and in the CA1, CA3 and dentate gyrus (DG) subregions of the HIP (Figure 2). Staining revealed numerous cells in the PFC (Figure 2a), and in the DG (Figure 2b), CA1 (Figure 2c) and CA3 (Figure 2d) regions of the HIP, and its subcellular localization appeared mainly perinuclear within those structures. In the HIP, staining could be observed in the pyramidal cell layer, but appeared stronger in interneuron-like cells. Agmat-expressing cells were counted and results were normalized to total numbers of cells, counted with 4,6-diamidino-2-phenylindole staining (Figure 2e). Agmat-positive cells counting revealed a significant increased number of cells in the PFC of *Crtc1*^*−/−*^ mice (+60%, *t*=−4.23, df=9, *P*=0.001) as compared with WT littermates. This could also be observed in the DG (+45%, *t*=−2.55, df=9, *P*=0.029) and CA1 regions of the HIP (+70%, *t*=−2.28, df=9, *P*=0.049). No differences in the numbers of Agmat-expressing cells could be seen in the CA3 region of the HIP (*t*=−0.40, df=9, *P*=0.698). Overall, these data suggest that the increased Agmat expression found in *Crtc1*^*−/−*^ mice would be the result of a higher number of Agmat-expressing cells in the PFC and selected HIP subregions. Moreover, the morphology and localization of the hippocampal cells expressing higher Agmat levels indicated that they could be GABAergic interneurons.

### Characterization of Agmat-expressing cells in the PFC and HIP

As hippocampal Agmat-expressing cells have an interneuron-like morphology, we characterized Agmat-expressing cells with markers for specific GABAergic interneuron types. Bernstein *et al.*^44^ studied regional and cellular expression of *Agmat* in the rat brain and found that Agmat colocalized with calretinin (CR)-expressing interneurons in the cortex and CA1 region of the HIP.^44^ We therefore performed double immunolabeling of CR and Agmat in the PFC and HIP of WT mice (Figure 3 and Supplementary Figure S1). In the PFC, we observed very little colocalization between CR and Agmat staining (Figure 3a, double-labeled cells indicated with arrows). Little colocalization was also seen in the CA3 region of the HIP (Figure S1b). Moreover, no colocalization was observed in the DG and CA1 regions of the HIP (Figure 3b and Supplementary Figure S1a, respectively). In order to further investigate which type of interneurons expressed Agmat, we performed double immunostaining of Agmat- and PV-expressing cells. We observed high colocalization of Agmat and PV cells in all studied structures: PFC, DG, CA1 and CA3 regions of the HIP (Figures 3c and d and Supplementary Figure S1c and d, respectively). Indeed, nearly all PV-expressing cells were also Agmat-positive. On the other hand, there were some Agmat-expressing cells that were not PV-positive, therefore suggesting that other types of cells express Agmat.

Several lines of evidence involved *somatostatin* (*Sst*) in mood disorders,^45^ and we previously observed that *Sst* was downregulated in the brain of *Crtc1*^*−/−*^ mice.^13^ Therefore, we investigated whether *Agmat* might be expressed in somatostatinergic interneurons by performing double immunostaining of Agmat- and Sst-expressing cells. As for PV staining, most of Sst-expressing cells were colocalized with Agmat in all regions observed: PFC, DG, CA1 and CA3 regions of the HIP (Figures 3e and f and Supplementary Figure S1e and f, respectively). Colocalization was, however, less extended in the PFC; as some Sst-expressing cells were not colocalized with Agmat staining.

Altogether, these data confirm the expression of Agmat in specific GABAergic interneuron subpopulations, with apparent high expression in PV and Sst interneurons, and slight colocalization with CR interneurons.

### Rapid ketamine-like antidepressant effect of acute agmatine in male and female WT and *Crtc1*^*−/−*^ mice

Given the possible role of an agmatine deficit in depression and the observed increase in Agmat levels in the brain of *Crtc1*^*−/−*^ mice, we postulated that their depressive-like behavior is due, at least in part, to a dysregulated agmatinergic system. To test this hypothesis, we treated WT and *Crtc1*^*−/−*^ mice with acute intraperitoneal (IP) injections of agmatine and tested antidepressant effects in the FST, a classical test for rodent depression-related behavior. We hypothesized that restoring agmatine levels by exogenous supplementation would normalize behavioral response to the helplessness-inducing effects of FST. We first treated the animals with agmatine at 10 mg kg^−1^ and compared their depressive-like behavior in the FST with saline-injected control animals. This protocol was repeated a second time on the next day. The antidepressant effects of agmatine were assessed by measuring the floating (immobility) time of the mice. Agmatine had a significant antidepressant effect on WT mice but failed to significantly reduce *Crtc1*^*−/−*^ mouse immobility time (data not shown). However, a tendency to decrease the immobility time of *Crtc1*^*−/−*^ mice prompted us to repeat this experiment with an increased dose of agmatine (50 mg kg^−1^, IP; Figures 4a and b). For male mice (Figure 4a), a significant effect of genotype on immobility could be seen on both days of test, as shown by two-way ANOVA (Day 1: F_(1,29)_=6.74, *P*=0.014; Day 2: F_(1,29)_=19.4, *P*<0.001). *Post hoc* analyses revealed that vehicle-treated *Crtc1*^*−/−*^ mice presented higher immobility time than WT mice (Day 1: +13%, *P*=0.031, Day 2: +22%, *P*=0.004). A significant treatment effect could be observed on the second day of test (F_(1,29)_=12.38, *P*=0.001) as agmatine significantly decreased the immobility time of WT and *Crtc1*^*−/−*^ mice (*P*=0.012 and *P*=0.026, respectively). For female mice (Figure 4b), the analysis of immobility time by two-way ANOVA revealed a significant treatment effects for both days of test (Day 1: F_(1,28)_=10.28, *P*=0.003; Day 2: F_(1,28)_=23.46, *P*<0.001). *Post hoc* analyses showed that agmatine significantly reduced immobility time in WT female mice on day 1 (−30%, *P*=0.014) and of both genotypes on day 2 (WT: −30%, *P*=0.003; *Crtc1*^*−/−*^: −30%, *P*=0.001). Thus, 50 mg kg^−1^of agmatine reduced the immobility time of male and female *Crtc1*^*−/−*^ mice. Overall, these data confirm the antidepressant effect of an acute agmatine treatment in WT animals. *Crtc1*^*−/−*^ mice also respond to the antidepressant effect of agmatine, but require a higher dose (50 mg kg^−1^).

Ketamine and other NMDAR antagonists have been shown to have rapid and long-lasting antidepressant effects in behavioral despair paradigms such as the FST.^27^ As agmatine also acts as a NMDAR antagonist,^24^ we assessed the antidepressant effect of ketamine in male and female WT and *Crtc1*^*−/−*^ mice (Supplementary Figure S2). Interestingly, ketamine (3 mg kg^−1^, IP) significantly decreased the depressive-like behavior of WT and *Crtc1*^*−/−*^ mice of both sexes in a very similar way as agmatine did, which suggested that the rapid antidepressant action of agmatine and ketamine may involve the same molecular pathways.

### Characterization of pathways involved in agmatine antidepressant effect

Although agmatine antidepressant effects have been established, the underlying molecular mechanisms remain unclear. A recent study suggested that chronic agmatine treatment induces an increase of BDNF protein levels, as well as an increased phosphorylation of CREB, PKA and other kinases involved in pathways associated with neuroplasticity.^40^ Although the underlying cellular and molecular mechanisms of ketamine’s antidepressant action are not completely understood, they involve the rapid induction of BDNF translation via activation of the mammalian target of rapamycin (mTOR) pathway as seen by dephosphorylation of eEF2.^27^ Therefore, we investigated whether agmatine’s rapid antidepressant effect involved NMDAR blockade-associated changes in BDNF levels and eEF2 phosphorylation. We measured the levels of phospho-eEF2 and BDNF proteins in the PFC and HIP of male and female mice treated with 50 mg kg^−1^ (Figures 4c and j). Western blot for phospho-eEF2 and total eEF2 showed a single band at the expected size of 95 kDa (Figures 4c and d). Phospho-eEF2 signal was quantified and normalized over total eEF2 signal. In male mice (Figure 4e), a two-way ANOVA showed no effect of genotype or treatment in the HIP. A significant effect of genotype could be seen in the PFC (F_(1,23)_=13.34, *P*=0.001) as both groups of *Crtc1*^*−/−*^ mice presented lower levels of phospho-eEF2 (*P*=0.001 and *P*=0.002). Agmatine treatment had no effect on p-eEF2 levels of *Crtc1*^*−/−*^ mice, but it significantly reduce p-eEF2 in WT mice (*P*=0.04). In female mice (Figure 4f), a two-way ANOVA showed no effect of genotype or treatment in the HIP. A trend to decreased levels of phosphorylated eEF2 was present in agmatine-treated WT mice and in both groups of *Crtc1*^*−/−*^ animals. In the PFC, significant effects of genotype (F_(1,13)_, *P*=0.011), treatment (F_(1,13)_, *P*=0.043) and genotype × treatment (F_(1,13)_, *P*=0.011) were observed. *Post hoc* analyses revealed that agmatine significantly decreased the phosphorylation of eEF2 in WT mice (*P*=0.003). Both groups of *Crtc1*^*−/−*^ mice also presented decreased levels of phospho-eEF2 as compared with vehicle-treated WT mice (*Crtc1*^*−/−*^ Vehicle: *P*=0.001; *Crtc1*^*−/−*^ Agmatine: *P*=0.002). Agmatine had no effect on the phosphorylation of eEF2 in *Crtc1*^*−/−*^ mice.

Western blot for BDNF revealed a single band at the expected size of 14 kDa (Figures 4g–h). BDNF signal was quantified and normalized with β-actin signal. In male mice (Figure 4i), no effect of genotype or treatment could be observed in the HIP. In the PFC, a two-way ANOVA showed an effect of genotype (F_(1, 23)_=29.12, *P*<0.001). *Post hoc* analysis revealed that both vehicle- and agmatine-treated *Crtc1*^*−/−*^ mice presented lower levels of BDNF protein than WT mice (*P*<0.001 for both groups). Agmatine treatment had no effect on BDNF levels of WT and *Crtc1*^*−/−*^ mice. In female mice (Figure 4j), a two-way ANOVA revealed a significant effect of genotype in both structures (PFC: F_(1,22)_=6.78, *P*=0.016; HIP: F_(1,22)_=6.27, *P*=0.02). *Post hoc* analyses showed that both groups of *Crtc1*^*−/−*^ mice had significantly lower levels of BDNF than WT animals in the HIP, independently of the treatment (*P*=0.01). No effect of agmatine treatment could be seen in the HIP, whereas it was significant in the PFC (F_(1,22)_=4.63, *P*=0.042). *Post hoc* analyses indicated that agmatine significantly increased BDNF protein levels in the PFC, however, only in WT mice (*P*=0.024). Taken together, these results provide evidence that agmatine induces eEF2 dephosphorylation in WT male and female mice, thus suggesting activation of the mTOR pathway, through its NMDAR antagonist property. Agmatine effects on BDNF levels are gender-dependent, as agmatine rapidly induces BDNF translation in WT female mice, but not in WT male mice.

## Discussion

In this study, we showed for we believe the first time a link between downregulation of the CRTC1–CREB pathway and alteration of the agmatinergic system in the context of a rodent model of depression. We found that CRTC1-deficient mice exhibit increased mRNA and protein levels of Agmat in the HIP and PFC. We also determined that these higher Agmat levels are mainly because of an increased number of *Agmat*-expressing cells in the PFC and HIP of *Crtc1*^*−/−*^ mice. These findings suggest that *Crtc1*^*−/−*^ mice have a dysregulated agmatinergic system resulting in increased *Agmat* expression and ensuing decreased agmatine levels. Hence, the depressive-like phenotype of these animals would be in keeping with the protective and antidepressant role of endogenous agmatine.

Immunofluorescent detection of Agmat revealed that this enzyme is mainly expressed in interneurons in accordance with a previous characterization in the rat brain.^44^ As *Crtc1*^*−/−*^ mice have more *Agmat*-expressing cells, these mice might also have overall GABAergic system alteration. In line with this, agmatine and GABA seem to be closely related because agmatine is degraded into putrescine, whose derived polyamines can be used as GABA precursors.^16^ Therefore, we hypothesize that dysregulation of agmatine metabolism might lead to abnormal GABA regulation and ultimately to overall impaired interneuronal circuitry.

A characterization of the subpopulations of GABAergic interneurons expressing *Agmat* showed that it mainly colocalizes with PV and Sst interneurons, whereas no or little colocalization with CR interneurons was observed. These findings are in contradiction with the study of Bernstein *et al.*,^44^ which showed that Agmat was mainly found in CR interneurons. The reason for this discrepancy is unclear. Future studies should focus on a deeper characterization of *Agmat*-expressing cells, as Agmat staining revealed that it is present in many cells in the mouse brain and thus probably in a wide range of cell types.

The depressive-like behavior of *Crtc1*^*−/−*^ mice was successfully normalized by acute agmatine treatment as efficiently as ketamine’s effect. This suggests that their altered agmatinergic system contributes to their phenotype. It is noteworthy that only a higher dose of agmatine (50 mg kg^−1^) was effective, suggesting that the 10 mg kg^−1^ dose was not sufficient to compensate for a possible decrease in agmatine levels and to restore normal agmatinergic functions.

When looking at the molecular effects of agmatine, we found that it was able to induce an increase in BDNF protein levels in the PFC of WT females. This agmatine-induced BDNF upregulation was paralleled by eEF2 dephosphorylation, which stimulates protein translation. This mechanism has been shown to underlie the rapid antidepressant effect of NMDAR antagonists such as ketamine and MK-801.^26, 27, 46^ Therefore, our results suggest that agmatine acts as an antidepressant, possibly through this pathway. This is in line with the ability of agmatine to block NMDAR and the involvement of this function in its antidepressant effects.^36, 47, 48^ In contrast, the behavioral effects of agmatine in WT males were apparently not mediated by BDNF because agmatine did not increase its levels in HIP and PFC. The mechanisms that underlie these sex differences are still unclear, but not completely unexpected. These gender-specific effects are actually of much interest in the light of the female preponderance in major depression. Sex differences have been reported in animal models of depression. For instance, the impact of BDNF signaling on depression-like behavior is different in male and female mice.^49^ Moreover, it has been shown that hippocampal NO may contribute to sex difference in depressive-like behaviors.^50^ This study showed that stress promotes hippocampal NO production in male mice, whereas stress suppresses it in female ones. Worthy of note, both NO excess in male mice and shortage in female mice resulted in depressive-like behaviors through affecting CREB activation.

Interestingly, the effects of agmatine on BDNF and eEF2 were restricted to WT animals. *Crtc1*^*−/−*^ male and female mice displayed basal lower levels of phospho-eEF2 in the PFC, and agmatine did not decrease them further nor did it increase BDNF levels, which suggest a dysregulation of this pathway and the involvement of alternative mechanisms underlying agmatine’s antidepressant effects in these animals.

In conclusion, our results provide evidence for the involvement of the agmatinergic system in the *Crtc1*^*−/−*^ mouse model of depression, and lend support to previous reports of the antidepressant properties of agmatine. The comparable rapid antidepressant effects of agmatine and ketamine in WT and *Crtc1*^*−/−*^ mice, as well as the molecular effects that acute agmatine treatment causes in the brain of WT mice suggest that agmatine possibly functions as a fast-acting antidepressant through NMDAR blockade. The relationship between the CRTC1–CREB pathway and agmatine regulation merits further investigation, as it will bring better knowledge of these systems and their contribution to MDD etiology.

## Figures and Tables

**Figure 1:**
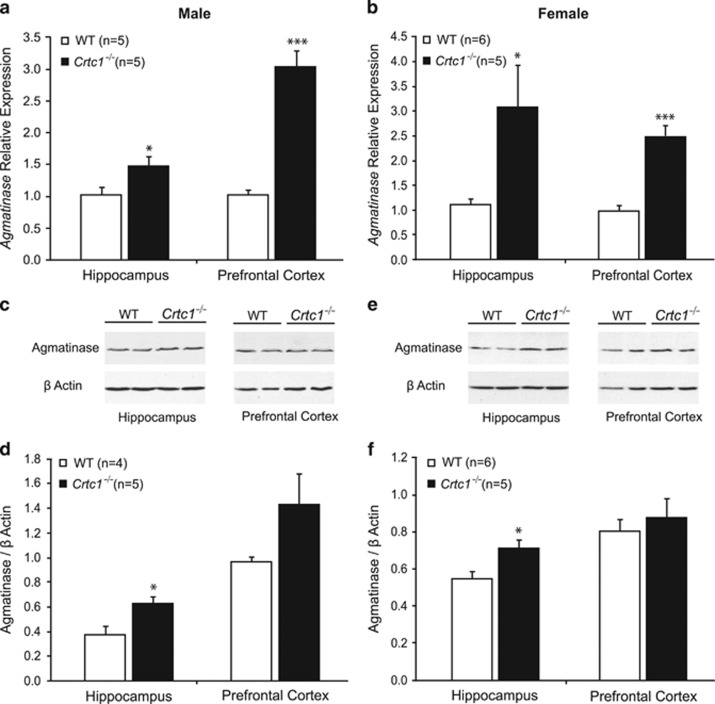
Increased levels of agmatinase (Agmat) in *Crtc1*^*−/−*^ mice. (**a**) Real-time quantitative PCR measurements showed an increased expression of *Agmat* in the hippocampus (HIP) and prefrontal cortex (PFC) of male *Crtc1*^*−/−*^ mice (*n*=5) compared with wild-type (WT) littermates (*n*=5). (**b**) *Agmat* was also overexpressed in the HIP and PFC of female *Crtc1*^*−/−*^ mice (*n*=6) compared with WT control mice (*n*=5). Representative western blot of Agmat and β-actin is shown in **c** for male mice and in **e** for female mice. Quantitative analyses of western blot showed increased protein levels of Agmat in the HIP of male *Crtc1*^*−/−*^ mice (*n*=4) compared with WT mice (*n*=5**; d**). Protein levels of Agmat were also increased in the HIP of female *Crtc1*^*−/−*^ mice (*n*=6) compared with WT mice (*n*=5; **f**). Results are presented as ratio between Agmat and β-actin signals. Data are mean±s.e.m. *P<0.5, ***P<0.001.

**Figure 2:**
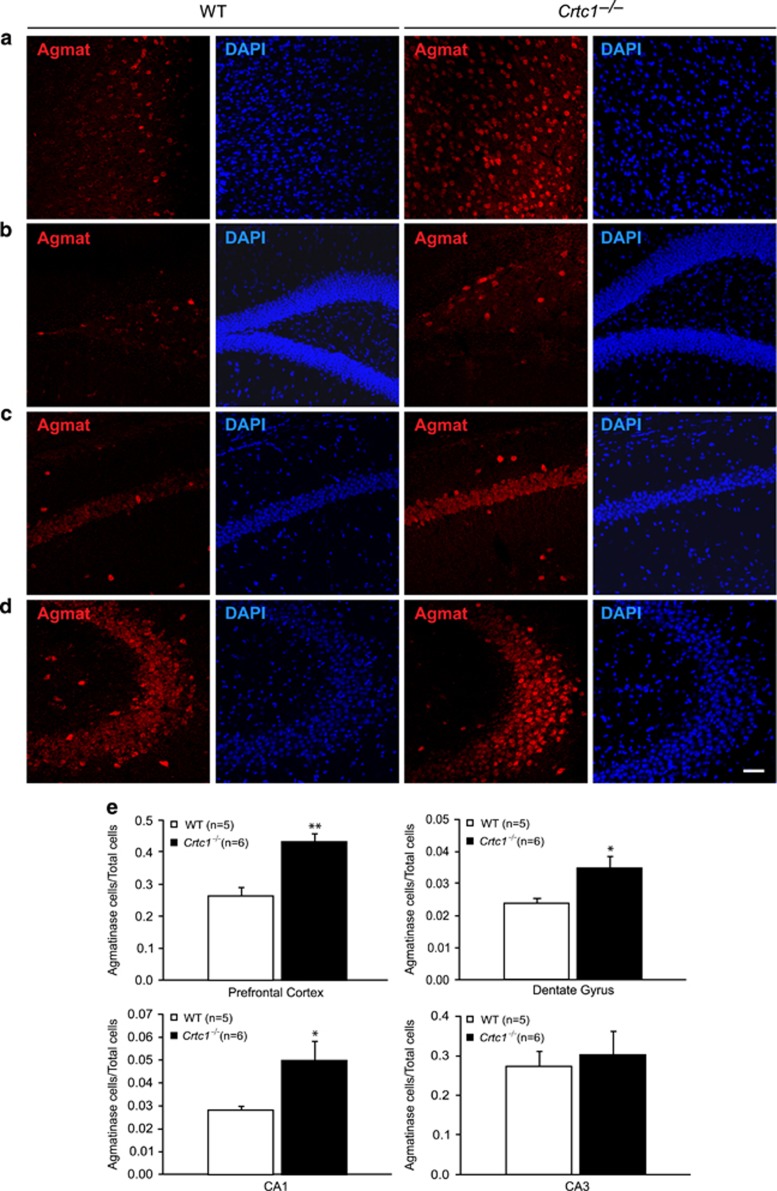
Increased number of agmatinase (Agmat)-expressing cells in male *Crtc1*^*−/−*^ mice. Representative immunofluorescence staining of Agmat-expressing cells (red) and total cells (4,6-diamidino-2-phenylindole (DAPI) staining) in the prefrontal cortex (PFC; **a**), and in the dentate gyrus (DG; **b**), CA1 (**c**) and CA3 (**d**) regions of the hippocampus (HIP). Cell counting resulted in an increased number of Agmat-expressing cells in the PFC, DG and CA1 regions of male *Crtc1*^*−/−*^ mice (*n*=6) compared with wild-type (WT) littermates (*n*=5; **e**). No difference in number of Agmat-expressing cells was found in the CA3 region. Results are expressed as ratio between number of Agmat-expressing cells and total number of cells. Data are mean ±s.e.m. *P<0.5, **P<0.01. Scale bar, 50 μm.

**Figure 3:**
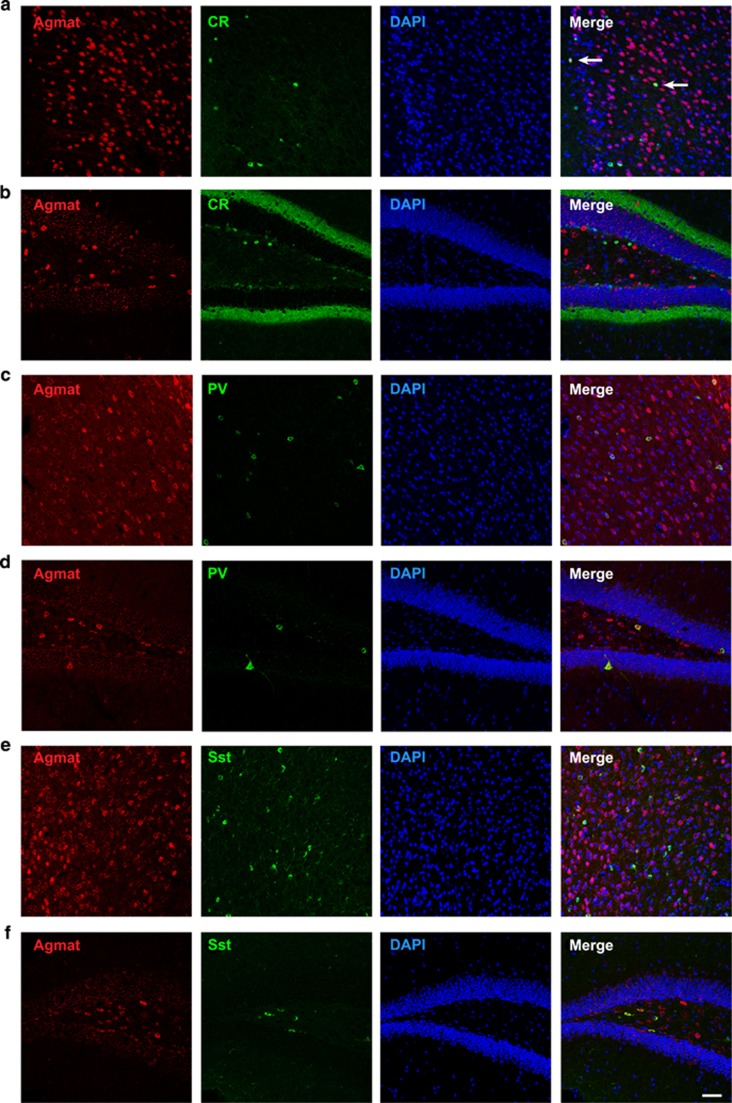
Characterization of GABAergic interneuron subpopulations expressing agmatinase (Agmat) in the prefrontal cortex (PFC) and hippocampus (HIP) of wild-type (WT) male mice. Double immunofluorescence labeling of (**a**, **b**) Agmat and calretinin (CR; **c,** **d**) Agmat and parvalbumin (PV), and (**e**, **f**) Agmat and somatostatin (Sst) in (**a**, **c**, **e**) PFC and (**b**, **d**, **f**) dentate gyrus (DG) of the HIP. Total cells were identified by nuclear 4,6-diamidino-2-phenylindole (DAPI) staining. Merged images showed few colocalization of Agmat and CR staining in the PFC (**a**) as indicated by arrows. No colocalization could be observed in the DG (**b**). All PV and Sst interneurons also expressed Agmat in the PFC (**c**, **e**) and DG (**d**, **f**). Scale bar, 50 μm.

**Figure 4:**
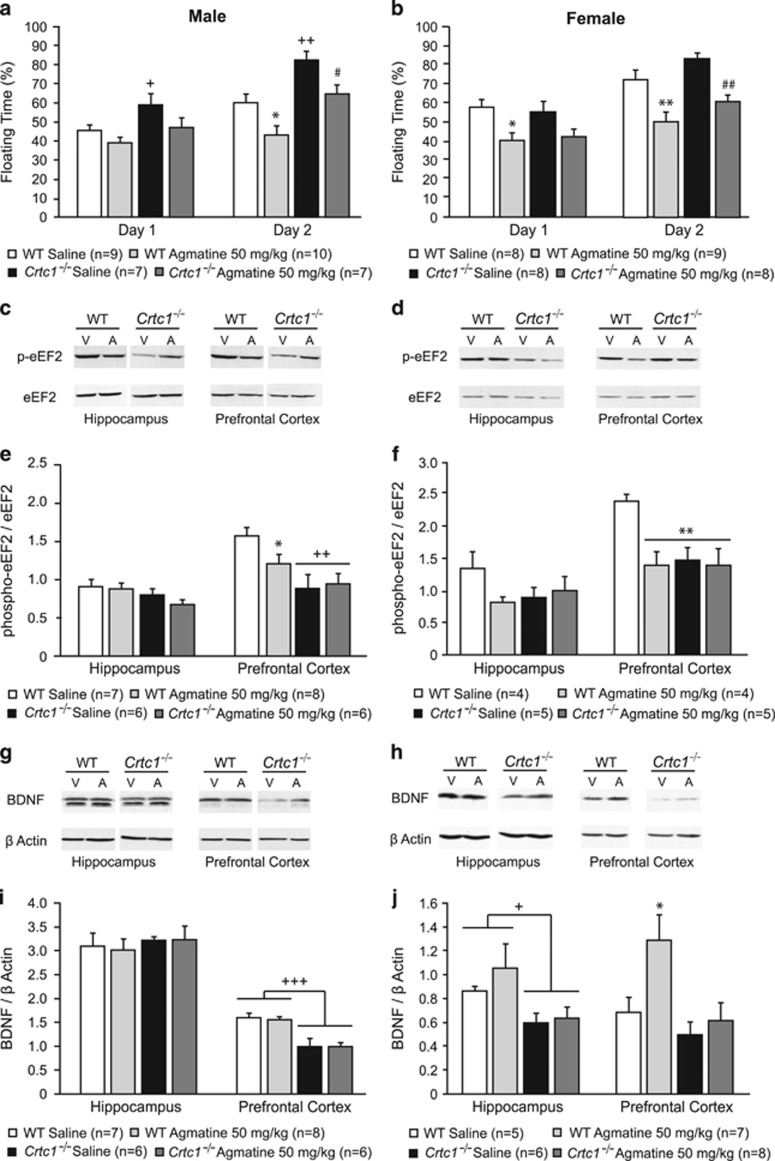
Behavioral and molecular effects of agmatine treatment on male and female wild-type (WT) and *Crtc1*^*−/−*^ mice. (**a,** **b**) Effects of acute agmatine treatment (50 mg kg^−1^, intraperitoneal (IP)) 30 min before a forced swim test (FST) during two consecutive days. In male mice (**a**) vehicle-treated *Crtc1*^*−/−*^ mice (*n*=7) showed higher immobility levels than vehicle-treated WT mice (*n*=9) on both days of test (^+^*P*<0.05, ^++^*P*<0.01). On Day 2, agmatine significantly decreased the immobility time of WT mice (*P<0.05) and *Crtc1*^*−/−*^ mice (^#^*P*<0.05; *n*=10 and *n*=7, respectively). In female mice (**b**) WT mice treated with agmatine (*n*=8) showed significantly decreased immobility time (*P<0.05, **P<0.01) compared with vehicle-treated WT mice (*n*=9) on both days of test. On day 2, agmatine-treated *Crtc1*^*−/−*^ mice (*n*=8) also presented significantly decreased immobility time (^##^*P*<0.01) than vehicle-treated *Crtc1*^*−/−*^ mice (*n*=8). (**c**–**f**) Effects of acute agmatine treatment (50 mg kg^−1^, IP) on eukaryotic elongation factor 2 (eEF2) phosphorylation. (**c**, **d**) A representative western blot for phospho-eEF2 and total eEF2 in the hippocampus (HIP) and prefrontal cortex (PFC) of WT and *Crtc1*^*−/−*^ mice (V, vehicle-treated; A, agmatine-treated) in male (**c**) and female (**d**) mice. (**e**, **f**) Quantitative analyses of p-eEF2 western blot in male (**e**) and female (**f**) mice. In male mice, no effect of agmatine could be seen in the HIP of WT and *Crtc1*^*−/−*^ mice. In the PFC, agmatine-treated WT mice (*n*=8) presented lower levels of p-eEF2 than vehicle-treated WT mice (*n*=7; *P<0.05). Both vehicle- and agmatine-treated *Crtc1*^*−/−*^ mice (*n*=6 for both) displayed lower p-eEF2 levels than WT mice (^++^*P*<0.01); agmatine treatment had no effect on p-eEF2 levels in these animals (**e**). In female mice, quantification showed no effect of agmatine treatment in the HIP of WT and *Crtc1*^*−/−*^ mice (**f**). In the PFC, agmatine-treated WT mice (*n*=4) presented lower levels of eEF2 phosphorylation compared with vehicle-treated WT animals (*n*=4; **P<0.01). *Crtc1*^*−/−*^ mice treated with vehicle (*n*=5) or agmatine (*n*=5) also displayed lower levels of eEF2 phosphorylation than WT mice (**P<0.01). Agmatine treatment had no effect on *Crtc1*^*−/−*^ mice. Results are presented as ratio between phospho-eEF2 and total eEF2 signals. (**g**–**j**) Effects of acute agmatine treatment (50 mg kg^−1^, IP) on brain-derived neurotrophic factor (BDNF) protein level. (**g,** **h**) A representative western blot for BDNF and β-actin in the HIP and PFC of WT and *Crtc1*^*−/−*^ mice in male (**g**) and female (**h**) mice. (**i, j**) Quantitative analyses of BDNF western blot in male (**i**) and female (**j**) mice. In male mice, no effect of agmatine could be seen in the HIP of WT and *Crtc1*^*−/−*^ mice. In the PFC, both vehicle- and agmatine-treated *Crtc1*^*−/−*^ mice (*n*=6 for both) displayed lower BDNF levels than vehicle- and agmatine-treated WT mice (*n*=7 and *n*=8, respectively; ^+++^*P*<0.001) (**i**). In female mice, quantitative analyses of western blot showed decreased levels of BDNF in the HIP of all *Crtc1*^*−/−*^ animals (*n*=14) compared with WT animals (*n*=13), independently of the treatment (^+^*P*<0.05). In the PFC, agmatine-treated WT mice (*n*=7) presented higher levels of BDNF compared with vehicle-treated WT animals (*n*=5; *P<0.05). *Crtc1*^*−/−*^ mice treated with agmatine (*n*=8) did not present different BDNF levels than those treated with saline (*n*=6; **j**). Results are presented as ratio between BDNF and β-actin signals. Data are mean±s.e.m.

**Table 1:** Selection of genes differentially expressed in the cortex of *Crtc1* ^*−/−*^ mice

*Symbol*	*Gene*	*GenBank*	*Fold change*	*FDR* P
*Cartpt*	CART prepropeptide	NM_013732	0.42	0.0086
*Nr4a1*	Nuclear receptor subfamily 4, group A, 1	NM_010444	0.50	0.0181
*Nr4a3*	Nuclear receptor subfamily 4, group A, 3	NM_015743	0.52	0.0103
*Crem*	cAMP responsive element modulator	NM_001110859	0.59	0.0028
*Bdnf*	Brain-derived neurotrophic factor	NM_007540	0.61	0.0131
*Nr4a2*	Nuclear receptor subfamily 4, group A, 2	NM_013613	0.70	0.0476
*Ntrk2*	Neurotrophic tyrosine kinase receptor, 2 (TrkB)	NM_008745	0.81	0.0108
*Agmat*	Agmatine ureohydrolase (agmatinase)	NM_001081408	1.67	0.0099

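The genes of Table 1 are read by 1 to 8 probe sets each, and the brightest of these stood for the gene. *Cartpt* (1422825_at) was at 0.416 of its WT level in *Crtc1*-/- mice (95% confidence interval 0.321 to 0.539, adjusted p = 0.0093 over probe sets from limma). *Nr4a1* (1416505_at) was at 0.502 (0.399 to 0.632, adjusted p = 0.0195), and *Nr4a3* (1438796_at) at 0.521 (0.427 to 0.636, adjusted p = 0.0111), while the dimmer probe sets of *Nr4a3* did not pass. *Crem* fell in 2 of its 4 probe sets, to 0.597 at 1449037_at (adjusted p = 0.00184) and to 0.590 at 1418322_at (adjusted p = 0.0030). *Bdnf* (1422168_a_at) was at 0.605 (adjusted p = 0.0141), and its other probe set was at 0.645 without passing (adjusted p = 0.0858). *Ntrk2*, the receptor of BDNF, fell to 0.813 at 1458622_at (adjusted p = 0.0117), which alone among its 8 probe sets passed. *Nr4a2*, another nuclear receptor of this family, was at 0.706 at 1455034_at (adjusted p = 0.178) and at 0.701 at 1450750_a_at (adjusted p = 0.0514), and none of its 6 probe sets passed. In each of these genes all *Crtc1*-/- mice lay under all WT mice at the probe set that stood for the gene (exact permutation test, p = 0.00794). Together with *Agmat*, 7 of the 8 genes passed in the direction of the table. As the study chose these genes on the same samples, this count is not independent evidence. The calls of *Cartpt*, *Nr4a3*, *Crem* and *Ntrk2* held with any array left out. However, 2 of the 8 genes passed without moderation and 1 passed with the replicate number as a block. With covariates added after the values were seen, 2 passed with the oligodendrocyte marker mean and 0 with the hippocampal marker mean. With the mean of all probe sets of a gene, 6 passed. There *Ntrk2* was at 0.901 of its WT level without passing (adjusted p = 0.515 from limma), and *Nr4a3* (0.778) and *Crem* (0.786) passed with smaller falls. The fold changes of the 8 genes were the same without moderation and with the block, which leaves fewer degrees of freedom, and with the hippocampal covariate the log2 fold changes were a median of 0.907 times as large (0.769 at the lowest), with standard errors larger by a median factor of 1.80.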

Abbreviation: FDR *P*, false discovery rate corrected *P*-value.

# Supplementary material for: Involvement of the agmatinergic system in the depressive-like phenotype of the Crtc1 knockout mouse model of depression
**Source:** Transl Psychiatry. 2016 Jul 12;6(7):e852–. doi: 10.1038/tp.2016.116
**Supplement:** Supplementary Figure 1

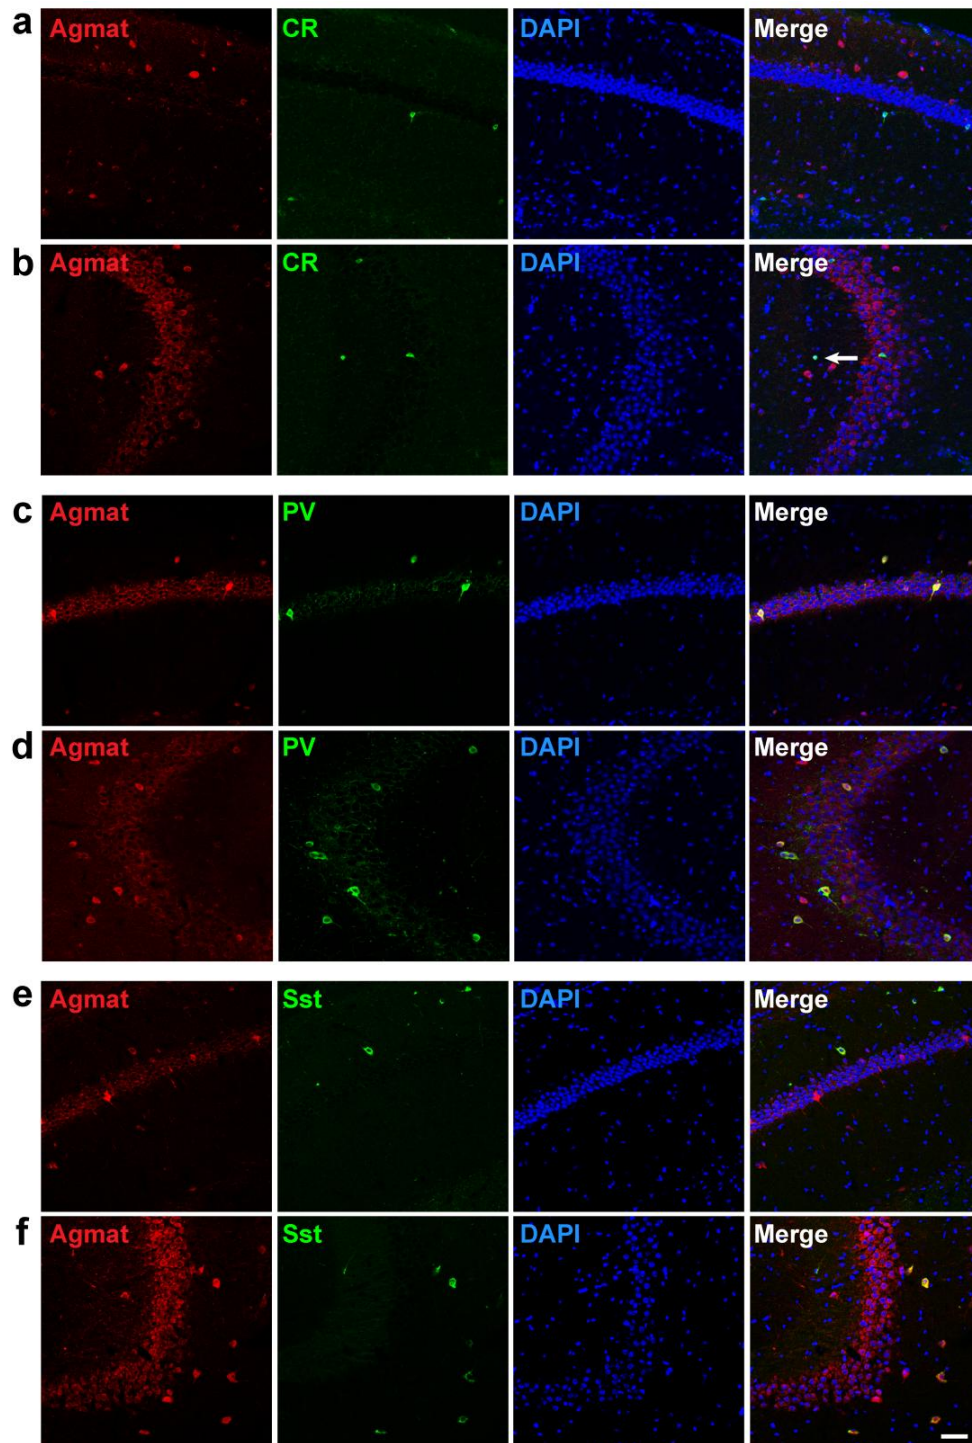

**Supplementary Figure S1** Characterization of GABAergic interneurons subpopulations expressing agmatinase (Agmat) in the CA1 and CA3 regions of the hippocampus (HIP) of WT male mice. Double immunofluorescence labeling of (a, b) Agmat and calretinin (CR), (c, d) Agmat and parvalbumin (PV), and (e, f) Agmat and somatostatin (Sst) in WT (a, c, e) CA1 and (b, d, f) CA3 regions of the HIP. Total cells were identified by nuclear DAPI staining. Merged images showed no colocalization of Agmat and CR staining in CA1 (a). Few colocalization could be observed in CA3, as indicated by the arrow. All PV- and most of Sst- interneurons also express Agmat in the CA1 (c, e) and CA3 (d, f) regions of the HIP. Scale bar 50  $\mu$ m.

How the deposited data were processed for this re-analysis (not part of the article)

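Gene expression was measured in the cerebral cortex of 5 WT and 5 *Crtc1*-/- female mice on GeneChip Mouse Genome arrays (Affymetrix). The authors prepared biotinylated cRNA with the 3′ IVT Express kit, checked the arrays with the RACE package, excluded arrays with a high median normalized unscaled standard error, and deposited 1 log2 value per probe set and array. The deposited log2 values had been normalized between arrays by the authors, and the paper's text does not name the background correction, normalization or summarization. The values lay between 2.14 and 14.26, and sorted values of any pair of arrays differed by at most 0.165. The number of arrays, 5 per genotype, limits the precision, and no detection calls were used.
Of 45101 probe sets, 64 controls were left out and 45037 were tested. The annotation that comes with the values names 1 gene for 34945 probe sets, several genes for 932 and none for 9160. The gene identifiers of 34741 probe sets matched the reference gene table of GRCm38.p6, which was used only for gene names and for the order of genes. For tests of genes, the probe set with the highest mean stood for each of 18193 genes. The annotation that comes with the values names no genome build, and no coordinates are given.
The fit used lmFit and eBayes of limma 3.58.1 in R 4.3.3, *Crtc1*-/- minus WT, with Benjamini-Hochberg correction over all probe sets or all genes and a threshold of 0.05 on the adjusted p. Gene lists were tested with limma's camera at a preset correlation of 0.01 between genes, two-sided, with correction over 28 lists, and again with the correlation estimated for each list. Single comparisons used a two-sided exact permutation test. Enrichment around *Crtc1* used Fisher's exact test, two-sided. The tests were run on simulated arrays with known changes first, where 6 of 138 calls were false and no call had the wrong sign. These are calls of single probe sets. They give no error rate for camera at its preset correlation of 0.01, where the estimated correlation of the oligodendrocyte markers was 0.651.
The comparison, the gene lists and the rule for named genes were set before the data were examined, although the values of the paper's Table 1 had been seen. The rule takes *Crtc1*, each gene that the paper names and the array measures, and in each direction the 10 genes with the largest log2 fold change among those that passed over genes and whose groups did not overlap. For each list described, up to 4 members with the smallest p are named. A member of these lists that the rule would name is not reported here. Members named outside this rule, which are *Nptx2*, *Adcyap1*, *Camk4*, *Lpl*, *Gtpbp3*, *Tmem59l* and *Mbp*, were chosen after their values were seen. The lists are CREB target genes, immediate early genes, components of the CRTC-CREB pathway, neurotrophins and their receptors, neuropeptides, genes of arginine, agmatine and polyamine metabolism, GABA metabolism and receptors, glutamate receptors, translation control by mTOR and eEF2, monoamine, imidazoline and nicotinic receptors and enzymes, circadian clock genes, glucocorticoid-induced genes, heat shock and unfolded protein response genes, oxidative phosphorylation genes, and markers of interneurons, astrocytes, oligodendrocytes, their precursors, microglia, endothelium, meninges, blood, choroid plexus, striatum, hippocampus, thalamus, upper cortical layers and deep cortical layers.
The alternatives were quantile normalization, centring on array medians, leaving out dim or cross-hybridizing probe sets, a trended and robust variance prior, no moderation, array weights, the replicate number as a block, the striatal marker mean as a covariate, the mean of all probe sets of a gene, an estimated correlation in camera, and leaving out each array in turn. Added after the values were seen were the marker means of oligodendrocytes and of the hippocampus as covariates, leaving out *Crtc1* and its neighbours, the probe set with the smallest p per gene, the CREB target list without the genes of Table 1, the CRTC-CREB components without *Crtc1*, and all alternatives for the count of genes near *Crtc1* and for the RNA quality controls. The replicate numbers did not pair the arrays, since 1 of 5 WT arrays correlated best with the *Crtc1*-/- array of its own number. The quantitative PCR, western blot, immunofluorescence and behavioral data of the study were not analysed here.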

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

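The tests of the probe sequence, of the closest genes alone, of other chromosomes, of the genes around *Agmat*, of stretches of neighbouring genes, of the oligodendrocyte markers, of the share of each fold change left with a covariate and of hippocampal tissue were chosen after the results were seen, and the others were set beforehand.
Changed genes cluster around *Crtc1*: among the 50 genes on each side of it, 9 of 54 measured genes changed, against 129 of 18138 other genes (odds ratio 27.9, 95% confidence interval 11.7 to 59.4, Fisher's exact test, p = 2.55e-10), and of all stretches of 101 measured genes in a row, which are longer, the densest lay around *Crtc1*, with 19 changed genes (*Crtc1* included), where the highest of 1000 shuffles held 8. A mismatch between the probes and the DNA of another strain in *Crtc1*-/- mice would lower the signal and is argued against as the whole cause, since 3 of the 9 were higher, and an effect of the targeted allele on the closest genes alone is argued against by the genes 51 to 200 positions away, where 9 of 119 changed (odds ratio 11.9, Fisher's exact test, p = 2.22e-07), of which 8 of 48 lay 51 to 100 positions away (odds ratio 29.0) and 1 of 71 farther (odds ratio 2.07, Fisher's exact test, p = 0.388). DNA of the embryonic stem cell strain that stayed linked to the targeted allele may therefore account for changes such as *Ocel1*, *Plvap*, *Slc5a5* and *Tmem59l*, which remains a hypothesis, since the strain and the backcrossing are not stated in the sources used here and an effect of the lost CRTC1 on these genes was not tested. It leaves most of the response, because 117 changed genes lie on other chromosomes. *Agmat* lies on another chromosome than *Crtc1*, and 0 of 43 measured genes among its 50 neighbours on each side changed.
The number of changed probe sets exceeded chance, since 1 of 100 splits of the arrays, the real one, gave as many as 136, and the highest of the others gave 3. RNA degradation that differs between the genotypes is argued against by the 3′ minus 5′ signals of the control transcripts. They differed by −0.0325 for β-actin and −0.0111 for Gapdh (exact permutation test, p = 0.270 and 0.730). Over the alternatives for the RNA quality controls, added after the values were seen, these differences stayed without passing in 21 comparisons. In 1 comparison a difference passed in the same direction, which goes the other way. A share of striatal tissue or of white matter is argued against as the whole cause. The mean of the striatal markers differed by −0.0635 between the genotypes (95% limits −0.29 to 0.205, exact permutation test, p = 0.532). As a covariate it could therefore move the fold changes only a little. With it, 95% of the 136 fold changes kept at least 0.945 of their size. With the mean of the oligodendrocyte markers, 95% kept at least 0.833 and the lowest kept 0.664. With that covariate the striatal list itself passed, at a median of −0.158 (camera, adjusted p = 0.00586). The oligodendrocyte covariate left 29 probe sets past the test. The 107 calls that it lost kept a median of 0.988 of their fold change, with a standard error larger by a median factor of 1.34. With the striatal covariate 91 probe sets passed, 66.9% of 136, which meets the bound set beforehand by less than the spread of the count over the arrays left out in turn (SD 12.9), and the 50 calls that were lost kept a median of 0.995 of their fold change, with a standard error larger by a median factor of 1.06 and 1 degree of freedom fewer (*Agmat* 0.74, standard error 0.131, before and 0.72, standard error 0.138, after). The genotype itself stays the biological explanation that the design names. A lower share of hippocampal tissue in *Crtc1*-/- mice is argued against for the 52 increases. It would raise the 22 measured cortical layer markers at least as much. Their median was −0.00624 (SD 0.17), where the smallest increase was 0.25. For decreases away from *Crtc1* such a share cannot be told apart from the genotype. The median of the hippocampal markers (−0.230, SD 0.16) lies near the smallest decrease (−0.24), although the median decrease was −0.464. Of these 11 markers 8 are dimmer than the median probe set, so that their fall may understate a share. With their mean as a covariate the 136 fold changes kept a median of 0.974 of their size (5th percentile 0.565). This does not decide, since these markers hardly moved together within genotypes (mean residual correlation 0.0663, where 95% of random lists lay under 0.154).
Oligodendrocyte markers were higher in *Crtc1*-/- mice, with a mean difference of 0.21 on the log2 scale. Within genotypes they moved together, with a mean residual correlation of 0.651 between markers, where 95% of 1000 random lists of the same brightness lay under 0.125. The brightest of the 12 measured markers, all of which cortex itself expresses, were *Mbp* (13.55 in WT mice, log2 fold change 0.04) and *Cnp* (12.34, log2 fold change 0.17). Markers of microglia and meninges were correlated as well (0.642 and 0.525) without a camera call between the genotypes, so that the 0.651 decides nothing, and a share of white matter that varied between the dissected pieces and a change in oligodendrocytes caused by the genotype cannot be told apart.
Among 70 groups of 5 values tested for an array far from the others, 4 had such an array, where chance gives about 1 in 20. *Abi3bp* read 6.34 in WT replicate 1 and 5.41 to 5.67 in the other WT mice. *Hjv* read 6.30 in *Crtc1*-/- replicate 1 and 5.52 to 5.58 in the other *Crtc1*-/- mice. *Plk5* read 6.79 in WT replicate 5 and 6.87 to 6.89 in the other WT mice. The 3′ minus 5′ difference of the Gapdh control was 0.0273 in *Crtc1*-/- replicate 1 and 0.0935 to 0.119 in the other *Crtc1*-/- mice.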

How the results depend on the processing

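The covariates for oligodendrocyte and hippocampal markers, the test without *Crtc1* and its neighbours, the probe set with the smallest p, the CREB target genes without the genes of Table 1, the CRTC-CREB components without *Crtc1* and all alternatives for the genes near *Crtc1* were chosen after the results were seen. *Agmat* was higher in *Crtc1*-/- mice in all 23 alternatives run on its fold change, and its adjusted p, from 0.0182 to 0.737, passed in 8. Quantile normalization gave 81 lower and 55 higher probe sets, and 129 of its 136 calls were shared with the 136 reported. Calls rose to 154 lower and 85 higher with a trended and robust prior. Without moderation, which uses the spread of each probe set alone, 50 were lower and 25 higher, 2 of the genes of Table 1 passed, and *Agmat* kept 0.74 without passing (adjusted p = 0.190). With the replicate number as a block, which takes up degrees of freedom, 28 were lower and 12 higher. There 1 gene of Table 1 and 5 genes near *Crtc1* passed, and *Agmat* at 0.74 did not (adjusted p = 0.0778). The unadjusted p of *Agmat* from limma was smaller with the block, 7.98e-05 against 0.000122. Its standard error was 0.0969 against 0.131. This call was therefore lost in the correction over all probe sets, and not through weaker evidence for *Agmat* itself. *Agmat* also lost its call with array weights (0.71, adjusted p = 0.0517), where the cause was not tested, and with the striatal covariate (0.72, adjusted p = 0.0831), where its standard error rose from 0.131 to 0.138. The oligodendrocyte covariate left 20 lower and 9 higher probe sets, 2 genes of Table 1, 5 genes near *Crtc1* and *Agmat* at 0.92 (adjusted p = 0.102). The hippocampal covariate left 9 lower and 5 higher, 0 genes of Table 1, 2 genes near *Crtc1* and *Agmat* at 0.70 (adjusted p = 0.737). The unadjusted p of *Agmat* from limma was 0.000102 with the oligodendrocyte covariate and 0.0144 with the hippocampal covariate. Both marker means are correlated with genotype (r = 0.640 and −0.824), which widens the error of the genotype effect. Without *Crtc1* and its 100 neighbours 70 probe sets were lower and 46 higher.
With each array left out in turn, 45 to 77 probe sets were lower, 24 to 40 were higher, 4 to 7 genes of Table 1 passed, 5 to 7 genes near *Crtc1* changed, and the log2 fold change of *Agmat* was 0.66 to 0.82. The lower count fell most without *Crtc1*-/- replicate 3 (45), WT replicate 2 (46), WT replicate 4 (48) and *Crtc1*-/- replicates 5 (52), 2 (53) and 1 (54), and the higher count without WT replicates 2 (24), 4 (24) and 3 (26) and *Crtc1*-/- replicates 3 (27), 1 (28), 4 (28), 2 (33) and 5 (33). Of the genes of Table 1, 4 passed without WT replicate 4 or *Crtc1*-/- replicate 3, and fewer arrays leave fewer degrees of freedom. The median of the CREB target genes stayed between −0.21 and −0.12 and passed each time, but did not pass with an estimated correlation (−0.15, adjusted p = 0.328) or with that and without the genes of Table 1 (−0.10, adjusted p = 0.436). The median of the CRTC-CREB components, which did not pass as reported (adjusted p = 0.0880), turned negative and passed the camera test with the mean of all probe sets (−0.0177, adjusted p = 0.0381), the oligodendrocyte covariate (−0.0404, adjusted p = 0.00148), the hippocampal covariate (−0.0455, adjusted p = 0.00582) and without WT replicate 1 (−0.0246, adjusted p = 0.0163) or 2 (−0.00922, adjusted p = 0.0331), and ran up to 0.0326 with the other arrays left out, and the cause was not tested. Over the alternatives set beforehand, named genes other than *Agmat* that passed kept direction and call in 403 comparisons and lost the call in 52. *Agmat*, which these counts leave out, passed in 7 of 20. Gene lists that passed, other than the CREB target genes, kept direction and call in 116 and lost the call in 10. The CREB target genes lost their call in 1 of 21, with an estimated correlation. Lists that had not passed stayed so in 414, turned negative and passed in 3 and passed in the same direction in 24, of which 9 were oxidative phosphorylation, 5 glucocorticoid-induced genes, 5 oligodendrocyte precursors and 2 thalamic markers. Dim probe sets limit what can be called, as signal over background is not known for these values.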

Differences from the paper's values

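The paper's FDR P of *Agmat* is 0.0099, and the adjusted p here was 0.0442. Of the 20 alternatives set before the data were examined, none came within 1.5 times of the paper's value, and their adjusted p ran from 0.0182 to 0.190. The fold changes did not differ.
The paper's FDR P of *Nr4a2* is 0.0476, and the adjusted p here was 0.178, which did not pass. None of the 20 alternatives came within 1.5 times of it, with adjusted p from 0.108 to 0.511, and *Nr4a2* passed in none. Apart from the mean of all probe sets, these alternatives read the brightest probe set and so could not show the value of another one. The fold change was 0.706 at the brightest probe set and 0.701 at 1450750_a_at, where the paper prints 0.70 and names no probe set. The probe set of *Nr4a2* with the smallest p, 1450750_a_at, chosen after seeing the values, gave 0.0514, which lies within 1.5 times of the paper's value but does not pass, and with this choice for each gene 7 of the 8 genes of Table 1 passed and *Nr4a2* was the one dropped.
The paper's FDR P of *Crem* is 0.0028, and the adjusted p here was 0.00184. Centring each array on its median (0.0022) and leaving out WT replicate 3 (0.00214) brought it within 1.5 times of the paper's value, and the other 18 alternatives did not. The probe set 1418322_at of *Crem*, looked up after seeing the values, gave 0.0030. Its fold change was 0.590, that of the brightest probe set was 0.597, and the paper prints 0.59.
For the other 5 genes of Table 1 the paper's FDR P was 0.925 to 0.929 times the adjusted p here. At the named probe sets of *Nr4a2* and *Crem* this ratio was 0.927 and 0.933, and for *Agmat*, which has 1 probe set, it was 0.224.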

Other observations

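The counts of genes within 200 positions of *Crtc1* and farther along its chromosome were chosen after the results were seen.
Among 25 measured interneuron markers, *Sst*, *Cort* and *Npy* fell and none rose, also when adjusted over the list alone, with a median log2 fold change of −0.05 (camera, adjusted p = 0.00346, and adjusted p = 0.196 with an estimated correlation). *Pvalb*, the marker of fast-spiking interneurons, had a log2 fold change of 0.10 (adjusted p = 0.893 over probe sets) and *Calb2*, which encodes calretinin, −0.01 (adjusted p = 0.984). None of 18 measured genes of GABA metabolism and receptors passed (2 at an unadjusted p under 0.05 from limma, camera, adjusted p = 0.983). Of 20 glutamate receptor genes, *Grm7* rose by 0.21 and none fell (2 rose when adjusted over the list alone, camera, adjusted p = 0.605). Of 20 measured monoamine, imidazoline and nicotinic receptors and enzymes, *Htr7*, a serotonin receptor, rose by 0.30 and none fell (2 rose when adjusted over the list alone, camera, adjusted p = 0.875). The other was *Chrna7*, a nicotinic subunit (0.19, adjusted p = 0.0370 over the list alone). None of 15 measured genes of translation control by mTOR and eEF2 passed (1 at an unadjusted p under 0.05, camera, adjusted p = 0.301), with *Eef2* at −0.04 and *Mtor* at −0.09. The *Actb* transcript, to which the paper normalized its quantitative PCR, had a log2 fold change of 0.07 (adjusted p = 0.827 over probe sets). The exact permutation test gave p = 0.0238 for it. The other *Actb* probe set was at −0.01 (adjusted p = 0.987). These are mRNA values, and the β-actin protein that served as loading control of the western blots was not measured here.
Of 21 circadian clock genes, *Npas2*, a partner of BMAL1, fell by 0.45 and none rose, also when adjusted over the list alone, with a median of −0.06 (camera, adjusted p = 0.0160, and adjusted p = 0.426 with an estimated correlation), and the camera call was lost without WT replicate 3 (adjusted p = 0.0696) or *Crtc1*-/- replicate 3 (adjusted p = 0.0877). Of 18 glucocorticoid-induced genes, *Arrdc2*, an arrestin-domain gene within 50 genes of *Crtc1*, fell by 0.56 and none rose (2 fell and 1 rose when adjusted over the list alone, camera, adjusted p = 0.0757), and the list passed in 5 of 21 alternatives, such as without *Crtc1*-/- replicate 2 (adjusted p = 0.00938) or 4 (adjusted p = 0.0232) and without WT replicate 4 (adjusted p = 0.0387) or 5 (adjusted p = 0.0343). None of 22 heat shock and unfolded protein response genes (1 at an unadjusted p under 0.05, camera, adjusted p = 0.355) and none of 27 measured oxidative phosphorylation genes passed (0 at an unadjusted p under 0.05, camera, adjusted p = 0.0626). The oxidative phosphorylation genes, with a median of −0.03, passed camera in 9 of the 21 alternatives set beforehand, such as without moderation (adjusted p = 0.000224) and without WT replicate 1 (adjusted p = 0.0420), 2 (adjusted p = 0.0221) or 3 (adjusted p = 0.0451) or *Crtc1*-/- replicate 5 (adjusted p = 0.0422). Of 9 measured upper layer markers, *Rasgrf2*, an exchange factor of RAS proteins, rose by 0.26 and none fell (2 rose when adjusted over the list alone, camera, adjusted p = 0.301). None of 13 measured deep layer markers passed (2 fell and 1 rose when adjusted over the list alone, 4 at an unadjusted p under 0.05, camera, adjusted p = 0.405). With the oligodendrocyte covariate, added after the values were seen, the deep layer list passed at a median of −0.135 (camera, adjusted p = 0.00148).
Astrocyte markers had a median of 0.09 over 13 genes, none of which passed alone (2 at an unadjusted p under 0.05, camera, adjusted p = 0.00407, and adjusted p = 0.436 with an estimated correlation), and the camera call was lost without WT replicate 4 (adjusted p = 0.0736). None of 10 oligodendrocyte precursor markers passed (1 rose when adjusted over the list alone, 2 at an unadjusted p under 0.05, camera, adjusted p = 0.0661), and this list passed in 5 of 21 alternatives, such as without WT replicate 2 (adjusted p = 0.0332) or 3 (adjusted p = 0.0451) or *Crtc1*-/- replicate 5 (adjusted p = 0.0163). No marker passed among 13 of microglia (camera, adjusted p = 0.946), 11 of endothelium (adjusted p = 0.283), 11 of meninges (adjusted p = 0.376) or 7 of blood cells (adjusted p = 0.875), with 0 at an unadjusted p under 0.05 in each, but the meningeal list passed camera without *Crtc1*-/- replicate 3 (adjusted p = 0.0111). It also passed with the hippocampal covariate (median 0.201, adjusted p = 0.0152) and the oligodendrocyte covariate (0.158, adjusted p = 0.00148), both added after the values were seen. With the oligodendrocyte covariate the endothelial list (0.102, adjusted p = 0.0043) and the thalamic list (0.0947, adjusted p = 0.0249) passed camera too. Of 10 choroid plexus markers none passed (0 at an unadjusted p under 0.05, camera, adjusted p = 0.858). Of 12 striatal markers none passed (1 fell when adjusted over the list alone, 2 at an unadjusted p under 0.05, camera, adjusted p = 0.448). In the lists of GABA genes, monoamine, imidazoline and nicotinic genes, microglia and blood cells the median was above 0 and the mean under 0. Of 10 thalamic markers none passed (2 rose when adjusted over the list alone, 2 at an unadjusted p under 0.05, camera, adjusted p = 0.125), and the list passed without *Crtc1*-/- replicate 3 (adjusted p = 0.0490).
Among the genes within 200 positions of *Crtc1* in the gene order of GRCm38.p6, 8 rose and 10 fell. They include *Lpl*, the lipoprotein lipase, which rose 1.52-fold, *Gtpbp3*, an enzyme of mitochondrial tRNA modification, which rose 1.39-fold, and *Tmem59l*, 2 genes from *Crtc1*, which fell by 0.61 on the log2 scale. Farther away on the same chromosome, 3 of 760 measured genes changed.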
